# IL-17-producing γδ T cells enhance bone regeneration

**DOI:** 10.1038/ncomms10928

**Published:** 2016-03-11

**Authors:** Takehito Ono, Kazuo Okamoto, Tomoki Nakashima, Takeshi Nitta, Shohei Hori, Yoichiro Iwakura, Hiroshi Takayanagi

## Abstract

Immune responses are crucial not only for host defence against pathogens but also for tissue maintenance and repair after injury. Lymphocytes are involved in the healing process after tissue injury, including bone fracture and muscle damage. However, the specific immune cell subsets and mediators of healing are not entirely clear. Here we show that γδ T cells produce IL-17A, which promotes bone formation and facilitates bone fracture healing. Repair is impaired in IL-17A-deficient mice due to a defect in osteoblastic bone formation. IL-17A accelerates bone formation by stimulating the proliferation and osteoblastic differentiation of mesenchymal progenitor cells. This study identifies a novel role for IL-17-producing γδ T cells in skeletal tissue regeneration.

## Abstract (web summary)

γδ T cells are innate-like lymphocytes that regulate immune responses by producing IL-17A or IFN-γ, but have no known role in bone healing. Here the authors show a nonimmune bone-regenerative function of IL-17A produced by the Vγ6+ subset in mice.

The immune system protects the body by eradicating pathogenic microorganisms but has alternative physiological and pathological roles in a variety of biological systems including the musculoskeletal system. T cells are important in the pathogenesis of erosive arthritis and spondyloarthropathy accompanied with enhanced bone formation^1^,^2^,^3^. In addition, inflammatory reactions are involved in ectopic bone formation in fibrodysplasia ossificans progressiva^4^ and one report indicates that regulatory T cells are crucial for muscle repair^5^. Bone repair after injury is also associated with immune reactions.

Fractured bone regenerates through a cascade of events: haematoma formation, inflammation, callus formation and bone remodelling^6^. On bone fracture, blood vessels near the injury site rupture, resulting in the formation of a haematoma. The haematoma is infiltrated by immune cells, including neutrophils, macrophages and lymphocytes, which induce acute inflammation, as well as the removal of dead cells and tissue debris. After the resolution of inflammation, mesenchymal progenitor cells accumulate around the fractured site to form granulation tissue. Neovascularization in the injury site is also observed^6^. The mesenchymal progenitor cells differentiate into chondrocytes and osteoblasts, to undergo endochondral and intramembranous ossification, forming callus that bridges bone fragments. The callus is replaced by mature bone tissue by bone remodelling in the later stage of repair so that the fractured bone restores its original shape and function.

As T cells are present in the haematoma and mice deficient in lymphocytes reportedly exhibit delayed or accelerated bone fracture healing^7^,^8^, it is suggested that T cells contain multiple subsets with different functions in bone repair. Effector memory CD8^+^ T cells have been reported to delay fracture healing^9^. However, the specific T-cell subsets that promote healing and the mediating factors involved remain to be elucidated.

γδ T cells are innate-like lymphocytes that are distributed preferentially to peripheral tissues and can exert tissue-regenerative functions^10^,^11^. Here we show that interleukin (IL)-17A is highly induced immediately after bone injury and promotes bone regeneration by accelerating osteogenesis via its effects on injury-associated mesenchymal cells. Furthermore, we reveal that Vγ6^+^ γδ T cells (T cell receptor (TCR) nomenclature of Heilig and Tonegawa)^12^ proliferate in the injury site and function as the crucial producer of IL-17A in fracture healing.

## Results

### IL-17A is induced in the repair tissue after bone injury

To determine which type of T cells are involved in the bone regeneration that occurs after injury, we analysed the messenger RNA (mRNA) expression of the T-cell-related cytokines in the bone regeneration process following the introduction of a femoral cortical bone defect by drill-hole injury (Supplementary Fig. 1a)^13^. This model essentially recapitulates the intramembranous bone formation process, enabling a simplified quantification of repaired bone and the preservation of the bone marrow as the result of not using a fixation system. After bone injury, massive proliferation of fibroblastic cells in the drill hole, along with an infiltration of inflammatory cells and vascularization occurred (Supplementary Fig. 1b–d). Regenerating skeletal muscle cell layer (Supplementary Fig. 1c) and a thickening periosteum (Supplementary Fig. 1d) were observed extending into the proliferating fibroblastic cell layer. As the regenerative tissue in the drill hole was continuous with the one around the bone, we harvested the cells from the tissues in the drill hole, periosteum and injured skeletal muscle, and defined them as the cells of the repair tissue.

There was no significant increase in the expression of *Ifng*, *Il4*, *Il17f* or *Il22* in the bone marrow or the repair tissue; however, the expression of *Il17a* in the repair tissue, not in the bone marrow, was significantly increased 2 days after injury (Fig. 1 and Supplementary Fig. 1e). These results suggest that IL-17A plays a role in the process of bone regeneration after injury.

### IL-17A promotes bone regeneration after injury

To determine the role of IL-17A in the regenerative process after injury, we assessed bone regeneration using *Il17a*^−/−^ mice by measuring the level of closure of the drill hole with micro-computed tomography (CT). We found that 14 and 21 days after injury, the volume of the newly formed bone tissue in the drill hole was smaller in the *Il17a*^−/−^ mice than wild-type mice (Fig. 2a,b). The bone mineral content within the drill hole was lower in the *Il17a*^−/−^ mice than in the wild-type mice (Fig. 2c,d). Although it has been suggested that IL-17F is involved in fracture repair^8^, there was no significant difference in bone regeneration in the wild-type and *Il17f*^−/−^ mice (Supplementary Fig. 1f–i).

We then evaluated bone formation by osteoblasts and bone resorption by osteoclasts at the injury site using histomorphometry. New bone was formed as trabecula-like structures in the drill hole in both the wild-type and *Il17a*^−/−^ mice (Fig. 2e). To investigate the number of bone-forming osteoblasts on the bone surface, we measured the ratio of the bone surface covered by cuboidal osteoblasts, which are known to have a high capacity for synthesizing bone matrix. The ratio of the cuboidal osteoblast surface to the bone surface was lower in the *Il17a*^−/−^ mice than in the wild-type mice (Fig. 2f,g). There was no significant difference in the ratio of the eroded surface and the number of osteoclasts between the wild-type and *Il17a*^−/−^ mice during the process of bone regeneration (Supplementary Fig. 2a–c). These results suggest that IL-17A promotes bone regeneration by activating osteoblastic bone formation without affecting osteoclastic bone resorption.

### Injury tissue contains IL-17A-responsive PαS cells

The differentiation of mesenchymal cells is regulated by various cytokines. Among these cytokines, IL-6 and tumour necrosis factor, which are induced by IL-17A, are known to have the capacity to promote bone fracture healing^6^. However, there was no significant difference in the expression of *Il6* and *Tnfa* in the repair tissues of wild-type and *Il17a*^−/−^ mice (Supplementary Fig. 3a), indicating that IL-17A promotes bone formation independently of these cytokines.

We analysed the expression of the IL-17A receptor IL-17RA on the cells of the repair tissue after the haematopoietic cell population and endothelial cell population positive for CD45, Ter119, CD11b, CD31 or CD34 had been gated away. IL-17RA was expressed on the mesenchymal cells in the repair tissue and the ratio of IL-17RA-expressing mesenchymal cells was significantly increased after the injury (Fig. 3a). Most of the IL-17RA^+^ mesenchymal cells in the injury tissue were positively stained for both platelet-derived growth factor receptor (PDGFR)-α and Sca-1 (Fig. 3b). PDGFRα^+^Sca-1^+^ cells (PαS cells) are thought to be an enriched population of mesenchymal stem cells (MSCs)^14^. Mesenchymal cells in the repair tissue were highly positive for other MSC markers: CD44, Integrin β1 and Thy-1 (Fig. 3b). We further confirmed that IL-17RA^+^ mesenchymal cells and PαS cells were actually present in the drill hole even when we removed the outer layer of the repair tissue (Supplementary Fig. 3b).

### IL-17A enhances osteoblastogenesis *in vitro*

The above results led us to examine the effects of IL-17A on injury-associated mesenchymal cells. The activity of alkaline phosphatase (ALP), an osteoblast differentiation marker, and mineralization were upregulated by IL-17A in both the presence and absence of bone morphogenetic protein (BMP)-2 (Fig. 4a,b). IL-17A decreased mineralization and bone nodule formation in murine calvarial cells (Supplementary Fig. 4a–c) consistent with a previous report^15^, suggesting that IL-17A exerts distinct effects on bone formation depending on the cellular origin.

How does IL-17A regulate osteoblastic bone formation? 5-Bromodeoxyuridine (BrdU) incorporation assay showed that IL-17A significantly increased the proliferation of the injury-associated mesenchymal cells (Fig. 4c). Consistent with this, immunohistological analysis showed that the number of BrdU^+^ cells within the drill hole in *Il17a*^−/−^ mice was significantly lower than that in the wild-type mice (Fig. 4d). We analysed the effect of IL-17A on the mRNA expression of osteoblast genes. The expression of *Runx2* and *Sp7*, the essential transcription factors for osteoblastogenesis, was unchanged, whereas the mRNA of certain osteoblast genes including *Alpl* and *Col1a1* was upregulated (Fig. 4e). Thus, IL-17A promotes bone formation in injury-associated mesenchymal cells through the stimulation of both osteoblast proliferation and differentiation. To examine the contribution of soluble factors released from injury-associated mesenchymal cells, we performed a comprehensive mRNA expression analysis on PαS cells stimulated with IL-17A and/or BMP-2. 

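For the mRNA measurement, PαS cells, the PDGFRα+Sca-1+ mesenchymal cells sorted from the injury tissue around the femur of wild-type mice, were kept in osteogenic medium for 7 days in 4 conditions. These were no cytokine, IL-17A at 10 ng per ml, BMP-2 at 500 ng per ml, and both cytokines together, with 1 library per condition. Full-length cDNA was made from the RNA and amplified by PCR, so the reads do not record DNA strand, and the authors assigned the reads to the genes of the mouse genome (mm10) in CLC Genomics Workbench. Reads assigned to genes numbered 4984805 without cytokine, 4490743 with IL-17A, 5069668 with BMP-2 and 5083430 with both. The values are exon read counts and RPKM (exon reads divided by exon length and by the reads assigned to genes) for 46517 genes. Ratios between libraries were taken from RPKM for the genes of Supplementary Fig. 4d and from exon reads scaled by TMM for all others, each with an exact (Clopper–Pearson) 95% interval. PCR reads without molecular identifiers are not independent molecules, so these intervals cover counting error only. With 1 library per condition no difference has a replicate check. Among genes with a mean of 50 to 100 reads, the log2 ratio of IL-17A over no cytokine had a spread of 0.95, against 0.26 from counting alone.

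Genes known to respond to IL-17 were higher in both libraries that received IL-17A. Of 27 IL-17 target genes, 20 were measured (a mean of at least 10 exon reads over the 4 libraries). With IL-17A alone, 17 of these were higher than without cytokine and 2 were lower beyond counting error, and when IL-17A was added to BMP-2, 17 were higher and 2 lower than with BMP-2 alone. The neutrophil chemokine gene *Cxcl5* was 28.1-fold higher with IL-17A than without cytokine (95% interval 24.3 to 32.7) and 19.9-fold higher with both cytokines than with BMP-2 (17.8 to 22.4). *Lcn2*, which encodes the iron-binding protein lipocalin-2, was 48.3-fold higher with IL-17A (27.4 to 94.1) and 8.40-fold higher when IL-17A was added to BMP-2 (6.51 to 11.0). The ratios of *Cxcl1*, another neutrophil chemokine gene, were 12.4 without and 18.5 with BMP-2. Those of *Ccl2*, encoding a monocyte chemokine, were 7.54 and 5.09. *Nfkbiz*, which encodes the NF-κB cofactor IκBζ, had ratios of 20.5 and 7.26, and *Zc3h12a*, encoding an endonuclease that degrades inflammatory mRNA, had ratios of 7.19 and 7.76. *Cebpb* and *Cebpd*, encoding C/EBP transcription factors, were less far apart, with ratios of 1.75 and 1.72 without BMP-2 and of 1.71 and 2.17 with it. The prostaglandin E synthase gene *Ptges* was lower without BMP-2, at 0.772, and higher with it, at 1.24, while *Vcam1* was higher without BMP-2, at 1.30, and lower with it, at 0.855. *Icam1*, named after its values were seen, was lower in both states, with ratios of 0.764 and 0.828.

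*Cxcl5* (ENSMUSG00000029371, chromosome 5, 90759360 to 90761624 on mm10) rose with IL-17A in a test over all 4 libraries with BMP-2 as an additive term, with a log2 fold change of 4.56 and an adjusted p = 0.0208 from edgeR's quasi-likelihood test. It had 189 exon reads without cytokine, 4882 with IL-17A, 306 with BMP-2 and 6263 with both. It was the only one of 11352 genes to pass, with 623 genes at an unadjusted p under 0.05. In simulated counts 3.78% of unchanged genes also had such a p, a smaller share than the 623 make up of the 11352. Many of the 623 could still be unchanged genes, and real variances may differ from the simulated ones. DESeq2 called 49 genes, 22 higher and 27 lower. When only reads unique to a gene were counted none passed (lowest adjusted p = 0.0769 from the same test). The counts of *Cxcl5* itself hardly changed, with 189 unique reads without cytokine, 4880 with IL-17A, 306 with BMP-2 and 6261 with both. Adjusted over the list alone, 12 of the 20 IL-17 target genes passed, all 12 higher. The single residual degree of freedom of this test is the departure of the cytokines from additivity, not a spread between replicates.

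Of 17 direct targets of BMP-SMAD signalling, 16 were measured, of which 9 were higher and 1 was lower with BMP-2 than without cytokine, and 11 were higher and 1 lower with both cytokines than with IL-17A alone. *Bambi*, encoding a decoy receptor of the BMP pathway, had ratios of 3.62 (95% interval 2.38 to 5.66) and 8.55 (4.71 to 17.0). *Id1*, encoding an inhibitor of DNA binding, had ratios of 1.56 and 1.19, and *Dlx2*, a homeobox gene, had ratios of 1.79 and 2.30. The gene that was lower was *Fst*, encoding follistatin, with ratios of 0.826 and 0.476. For BMP-2, 0 genes passed edgeR's test over all genes and 0 passed adjusted over the list alone, with 412 genes at an unadjusted p under 0.05, and DESeq2 called 9 genes. Unchanged genes alone can give a number as large as 412. Reads of *Lyz2*, a lysozyme gene of myeloid cells, were 3.09-fold higher in the library with BMP-2 alone than in that without cytokine and 0.706 times as high with both cytokines as with IL-17A alone.

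**Figure D1:**
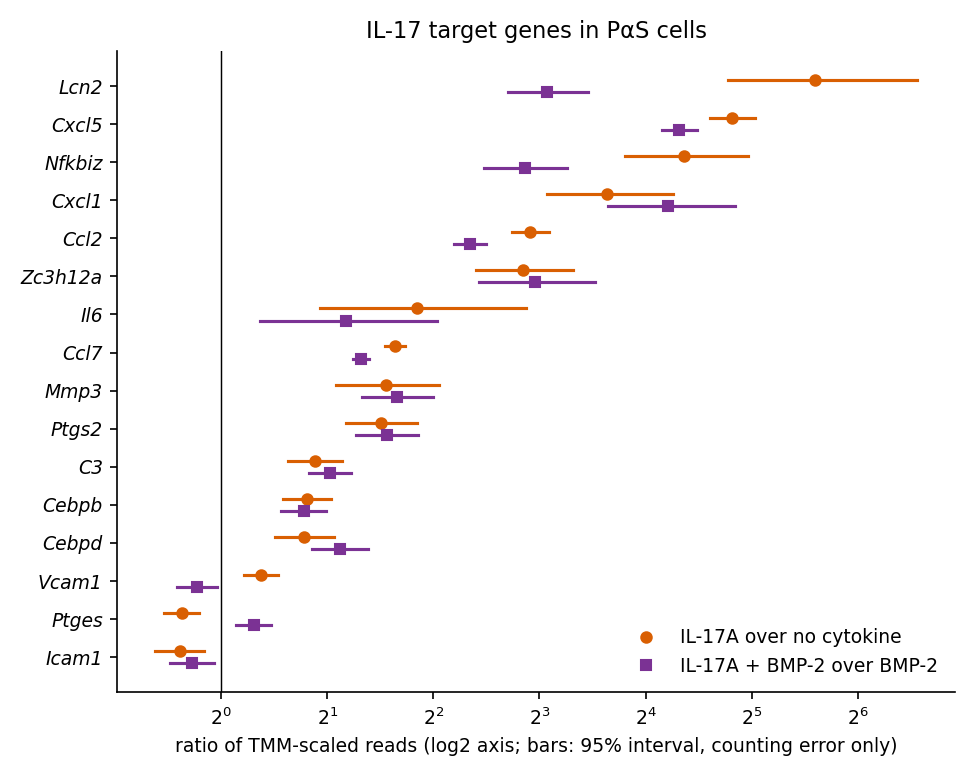
Ratios of TMM-scaled exon reads for the IL-17 target genes with reads in all 4 libraries, on a log2 axis. Circles compare IL-17A with no cytokine and squares compare both cytokines with BMP-2 alone, bars are 95% intervals of counting error, and the 16 genes drawn are ordered by the first ratio, from *Icam1* at 0.764 to *Lcn2* at 48.3.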

Among the soluble factors and their receptors related to osteoblast differentiation, *Fgf2*, *Pdgfa*, *Pdgfc* and *Tgfb1* were found to be upregulated by these cytokines, suggesting that IL-17A may indirectly promote osteoblastogenesis via these factors at least in part (Supplementary Fig. 4d).

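The RPKM of all 4 growth factor genes was higher with both cytokines than with none, but the reads unique to *Fgf2* showed no difference beyond counting error. *Fgf2*, encoding basic fibroblast growth factor, had an RPKM ratio of 5.04 (95% interval 4.00 to 6.39) for both cytokines over none. The ratio was 2.74 (2.28 to 3.31) for *Pdgfa*, 3.04 (2.38 to 3.91) for *Pdgfc*, each encoding a PDGF chain, and 3.36 (1.82 to 6.60) for *Tgfb1*, encoding TGF-β1. Most reads of *Fgf2* are not unique to it, and among those that are the ratio was 0.925 (0.557 to 1.53).

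The cytokines given alone differed between the genes. IL-17A alone gave ratios of 1.55 (1.26 to 1.92) for *Pdgfa* and 1.72 (1.30 to 2.27) for *Pdgfc*. The ratio of *Fgf2* was 0.948 (0.689 to 1.30) and that of *Tgfb1* 1.51 (0.716 to 3.25), for which no difference was detectable at this depth. BMP-2 alone gave 3.12 (2.45 to 4.00) for *Fgf2* and 1.64 (1.25 to 2.16) for *Pdgfc*, while *Pdgfa* at 1.24 (0.997 to 1.54) and *Tgfb1* at 1.05 (0.474 to 2.36) were within counting error. Set against BMP-2 alone, the addition of IL-17A gave ratios of 1.62 (1.39 to 1.88) for *Fgf2*, 2.21 (1.87 to 2.64) for *Pdgfa*, 1.85 (1.51 to 2.28) for *Pdgfc* and 3.19 (1.76 to 6.14) for *Tgfb1*. Among the reads unique to *Fgf2* the ratios were 1.26 (0.795 to 2.03) for BMP-2 over none and 0.731 (0.452 to 1.17) for both over BMP-2, each within counting error. None of these genes passed edgeR's quasi-likelihood test over all genes, for IL-17A or for BMP-2. Within the families drawn in Supplementary Fig. 4d, *Fgf2* passed for BMP-2 (adjusted p = 0.0198 from edgeR, adjusted over the list alone), on counts that include reads not unique to it. The study singled out *Fgf2* on the same libraries, so this is not independent evidence.

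*Pdgfa* (ENSMUSG00000025856) lies on chromosome 5 of mm10 from 138976014 to 138997370. Its RPKM was 9.97 without cytokine, 15.5 with IL-17A, 12.3 with BMP-2 and 27.3 with both, from 155, 217, 195 and 433 exon reads. *Pdgfc* (ENSMUSG00000028019, chromosome 3, 81036416 to 81214040) had an RPKM of 3.47, 5.95, 5.70 and 10.6 in the same order, from 88, 136, 147 and 273 reads. *Tgfb1* (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077) rested on 14, 19, 15 and 48 reads, an RPKM of 1.10, 1.65, 1.16 and 3.69. Of the 500 genes nearest to each in mean reads, a ratio of both cytokines over none at least as high was found in 6 for *Pdgfa*, in 14 for *Pdgfc* and in 77 for *Tgfb1*. Counted from spliced reads alone, the ratio of *Tgfb1* for both cytokines over none was 1.96 (0.837 to 4.96), an interval that includes 1. Its spliced reads numbered 9 without cytokine, 7 with IL-17A, 10 with BMP-2 and 18 with both. The comparison of both cytokines with BMP-2 alone thus also rests on few spliced reads.

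*Fgf2* (ENSMUSG00000037225) lies on chromosome 3 from 37348346 to 37410108 on the plus strand. Its 3′ end overlaps *Nudt6*, an antisense gene from 37404910 to 37420211, and 76.7% of the exonic bases of *Fgf2* lie within the span of *Nudt6*. Most of this stretch is intron of *Nudt6*, whose exons there cover stretches of 585 and 55 bases. If reads over those introns also count as not unique, the unique reads leave out much of the 3′ end of *Fgf2*. *Fgf2* had 89 exon reads without cytokine, 76 with IL-17A, 282 with BMP-2 and 457 with both, an RPKM of 2.66, 2.52, 8.29 and 13.4. Of these, 35, 26, 45 and 33 were unique to *Fgf2*. Its spliced reads numbered 19, 21, 27 and 18. Which gene the other reads also match is not recorded, and without strand reads of *Fgf2* and *Nudt6* cannot be told apart where the genes overlap. Of 3 further genes that overlap *Fgf2*, *Fgf2os* had at most 6 exon reads in a library, *RP23-328P19.3* at most 5 and *RP23-328P19.4* 0. All reads assigned to *Fgf2* or *Nudt6* numbered 375, 266, 497 and 518, a ratio of both cytokines over none of 1.35 (1.18 to 1.55). Reads unique to *Nudt6* fell, from 37 without cytokine to 0 with both.

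From the higher expression of *Fgf2*, *Pdgfa*, *Pdgfc* and *Tgfb1* with these cytokines, the paper proposes that IL-17A may act on osteoblastogenesis indirectly through these factors, at least in part.

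**Figure D2:**
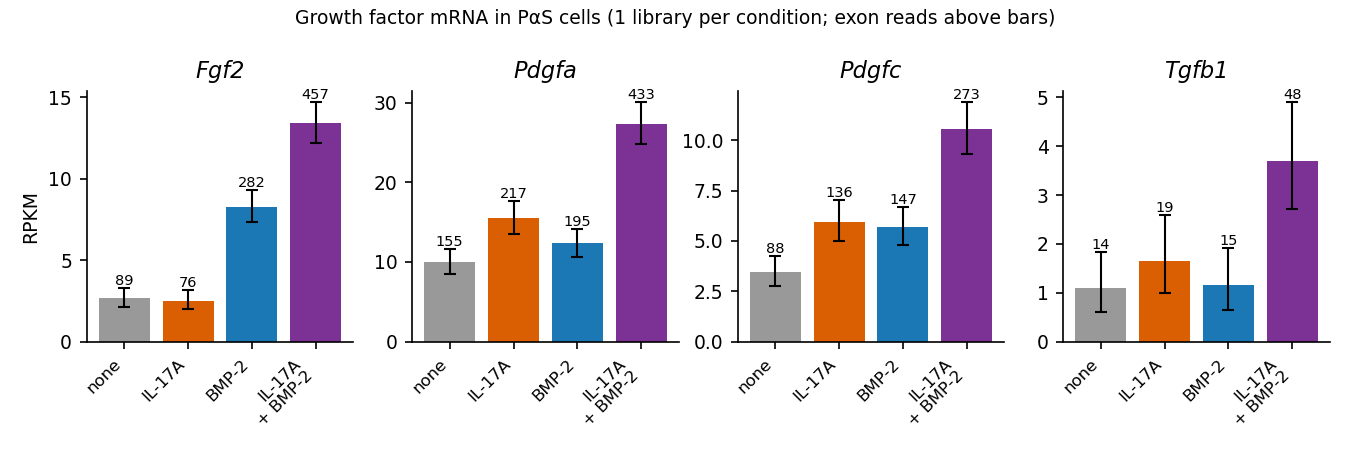
RPKM of the 4 growth factor genes in the library without cytokine and in those with IL-17A, BMP-2 or both. Bars are single libraries, error bars are 95% Poisson intervals of the read count, and the numbers above the bars are exon reads, which reach 457 for *Fgf2* and 48 for *Tgfb1* with both cytokines.

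**Figure D3:**
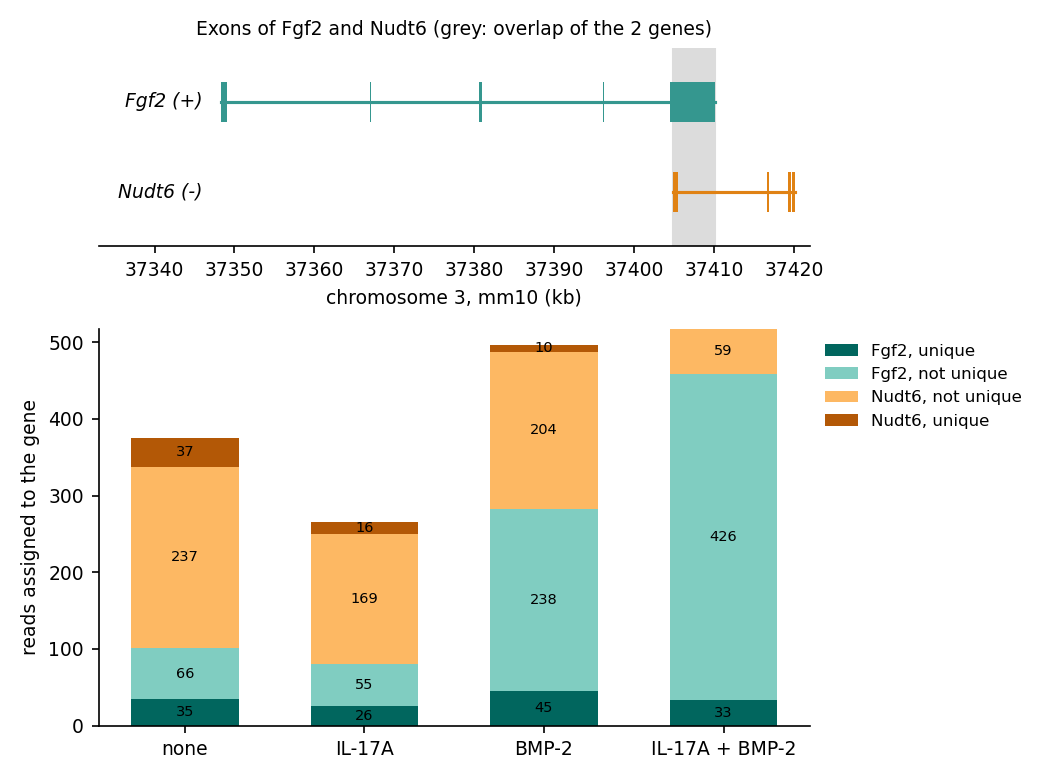
Above, exons of *Fgf2* and *Nudt6* along chromosome 3 (kb, mm10), with the overlap of the genes in grey. Below, reads assigned to each gene per library (vertical axis), split into reads unique to the gene and reads that are not, where the reads of *Fgf2* that are not unique number 66 without cytokine and 426 with both.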

### Vγ6^+^ γδ T cells produce IL-17A on bone injury

The cellular source of IL-17A following bone injury was next explored. Immunohistological analysis of the repair tissue in IL-17A–GFP reporter mice (*Il17a*^*gfp/gfp*^ mice) showed that IL-17A^+^ cells were observed around the drill hole and the injured muscle, but they were hardly detected in the bone marrow (Fig. 5a,b and Supplementary Fig. 5a). The number of IL-17A^+^ cells significantly increased 2 and 7 days after injury and the density of these cells was higher in the drill hole than in the injured muscle at day 2 (Fig. 5c).

To characterize the IL-17A-producing cells after injury, we analysed the cells harvested from the repair tissue in *Il17a*^*gfp/gfp*^ mice. By flow cytometric analysis, we found that most of the IL-17A^+^ cells were CD3ɛ^+^TCRγδ^+^ γδ T cells (Fig. 5d and Supplementary Fig. 5b,c). The number of γδ T cells and the ratio of IL-17A^+^ cells increased in the repair tissue after injury (Fig. 5e and Supplementary Fig. 5d). The proliferation of γδ T cells in the repair tissue was remarkably increased 2 days after the injury (Fig. 5f). Although regulatory T cells were suggested to be involved in bone fracture healing^16^, Foxp3^+^ cells did not contribute to IL-17A production in this model as analysed in *Foxp3*^hCD2/hCD2^*Il17a*^*gfp*/*gfp*^ mice^17^ (Supplementary Fig. 5e).

To specifically examine the role of γδ T cells in bone regeneration, we analysed the bone regeneration in *Tcrd*^−/−^ mice, which are deficient in γδ T cells. Bone regeneration was significantly impaired in *Tcrd*^−/−^ mice (Supplementary Fig. 6a–d), indicating that γδ T cells play a crucial role in bone regeneration. In the injury tissue of *Tcrd*^−/−^ mice, *Il17a* expression was significantly lower than that of wild-type mice but not completely abrogated (Supplementary Fig. 6e). Analysis of surface markers of IL-17A-producing CD3ɛ^−^ cells by flow cytometry revealed that there was a Thy-1^+^ population in both wild-type and *Tcrd*^−/−^ mice, suggesting that type 3 innate lymphoid cells may compensate for the loss of IL-17A production by γδ T cells (Supplementary Fig. 6f).

Among the cytokines related to IL-17A, the expression of *Il1b* and *Il23p19*, which were reported to activate γδ T cells to produce IL-17A^18^,^19^, was robustly upregulated in the cells of the repair tissue in the early stage of bone regeneration, suggesting their contribution to IL-17A production (Supplementary Fig. 7).

γδ T cells are divided into subsets expressing distinct TCR-Vγ chains, with each subset having its own characteristic tissue distribution and cytokine production pattern^20^,^21^. Approximately 70% of the γδ T cells in the repair tissue after the injury expressed Vγ6 (Fig. 6a)^22^. Furthermore, over 80% of IL-17A^+^ γδ T cells were Vγ6^+^ cells (Fig. 6a). Vγ6^+^ γδ T cells exhibited a remarkable increase in number 2 days after the injury (Fig. 6b). These results indicate that Vγ6^+^ γδ T cells play a key role in IL-17A production in musculoskeletal tissue, to promote bone regeneration after injury.

## Discussion

Although it has long been recognized that the immune system is closely related to bone fracture healing, the mechanisms linking them have been poorly understood. In this study, we found that IL-17A is highly induced after bone injury. Bone regeneration was impaired in *Il17a*^−/−^ mice, due to the decrease in osteoblastic bone formation. IL-17A promoted osteoblastogenesis of mesenchymal cells harvested from the repair tissue, in which PαS cells were enriched. We also found that Vγ6^+^ γδ T cells were the major source of IL-17A in bone regeneration process. Thus, our data demonstrate that Vγ6^+^ γδ T cells produce IL-17A to promote osteoblastic bone formation in bone regeneration.

γδ T cells are innate-like lymphocytes characterized by the expression of γδ TCRs. Unlike αβ T cells, these cells contain subsets bearing invariant TCRs. Invariant γδ TCRs are thought to recognize stress-induced self-antigens or damage-associated molecules, contributing to tissue surveillance^23^. Vγ6^+^ γδ T cells, which express the invariant Vγ6 chain, mainly reside in epithelial tissues and are reported to promote epithelial regeneration^11^. Our findings show that Vγ6^+^ γδ T cells reside in the musculoskeletal tissue of mesenchymal origin and are involved in bone regeneration, further defining γδ T cells as a maintainer of tissue homeostasis. The prompt immune responses through γδ T cells may be beneficial for initiating the rapid regeneration in tissue injury. γδ T cells can be stimulated directly by damage-associated molecules via the TCR or innate receptors such as Toll-like receptors in the injury site. γδ T cells produce IL-17A on stimulation by IL-1β and IL-23 (ref. 19), both of which were upregulated soon after injury (Supplementary Fig. 7). Activation of IL-17-producing γδ T cells by such stimuli would also constitute an effective response to bone fracture.

We found that IL-17A functions as an effector molecule derived from γδ T cells in bone regeneration. IL-17A, produced mainly by T_H_17 cells, has been characterized as an inflammatory cytokine that exerts diverse effects including the eradication of the pathogenic microorganisms and the induction of autoimmune inflammation^24^. IL-17A also plays an important role in the regulation of bone metabolism, but its function has been mainly studied in the context of bone resorption in autoimmune arthritis: IL-17A derived from T_H_17 cells in inflamed synovium stimulates receptor activator of nuclear factor-κB ligand (RANKL) expression on synovial fibroblasts, as well as local inflammation, resulting in exaggerated osteoclastic bone resorption^2^,^24^,^25^. However, in the present study, osteoclastic bone resorption in *Il17a*^−/−^ mice was not affected (Supplementary Fig. 2a–c). This is possibly because the number of IL-17A-producing cells in the repair tissue was very small in the late phase when osteoclastogenesis occurred (Fig. 5c). IL-17A-blocking antibody has been shown to be effective for chronic inflammatory diseases associated with excessive bone formation including spondyloarthropathy and psoriatic arthritis, suggesting the positive effect of IL-17A in bone formation^26^,^27^; however, the role of IL-17A on bone formation has been unclear.

IL-17A exerts distinct effects on bone formation depending on target cell types. In certain previous studies, IL-17A was shown to exert negative effects on the osteoblastogenesis in the culture of cells isolated from neonatal mouse calvaria^15^. They are thought to mainly contain mesenchymal cells of osteoblast lineage. On the other hand, IL-17A was shown to exert positive effects on immature mesenchymal cells including MSCs and myoblasts^28^,^29^. It is likely to be that IL-17A positively regulates the early stage of osteoblast proliferation and/or differentiation. It is reported that the osteogenic progenitors, not mature osteoblasts, are the major source of osteoblasts participating in bone regeneration^30^. Considering the results that high induction of IL-17A is limited to the short term after bone injury, it is likely to be that IL-17A plays a role in increasing the number of osteoprogenitor cells in the early phase of bone fracture healing, but the detailed mechanisms remain to be elucidated in future studies.

Binding of IL-17A with its receptor IL-17R results in the recruitment of Act1 and TNF receptor-associated factor (TRAF)2/4/5/6, which activates nuclear factor-κB, mitogen-activated protein kinases and C/EBPβ/δ (ref. 31). The specificity of the downstream signalling pathways is considered to be determined by the interaction of Act1 with different TRAF molecules. A recent study revealed that the TRAF4−ERK5 cascade is necessary for IL-17A-induced epidermal cell proliferation and is a dominant pathway in skin tumour due to the elevated expression of TRAF4 (ref. 32). These studies suggest that the balance of the expression of the signalling molecules downstream of IL-17R determines the cellular response.

We used the simple drill-hole injury model. Other fracture models with a large defect or treated with an unstable fixation involve endochondral bone formation, in which cartilage is formed within the bone defect and replaced by the bone. Although it remains unclear how IL-17A regulates such endochondral bone formation, it is possible that IL-17A promotes the healing process via proliferation of immature mesenchymal cells. As IL-17A is involved in bone and cartilage destruction in inflammation, careful future assessment of various fracture models is needed.

Thus, it is demonstrated that there is a crucial role for IL-17-producing γδ T cells in bone regeneration, suggesting that γδ T cells contribute to the maintenance of not only the epithelial barrier but also the supportive tissue underneath. γδ T-cell-based immunotherapy has long been studied in the treatment of cancer. Although it is necessary to develop the method to stimulate tissue-specific γδ T cells, this study suggests IL-17-producing γδ T cells to be an effective therapeutic target for bone fracture healing.

## Methods

### Animals and *in vivo* experiments

Mice were kept under specific pathogen-free conditions and all the experiments were performed with the approval of the Institutional Review Board at the University of Tokyo. C57BL/6 mice were purchased from Clea Japan, Inc. *Il17a*^−/−^ mice and *Il17f*^−/−^ mice were previously generated on a C57BL/6 background^33^,^34^. *Il17a*^*gfp/gfp*^ mice were obtained from BIOCYTOGEN. *Foxp3*^hCD2/hCD2^ mice were previously generated on a C57BL/6 background^17^. *Tcrd*^−/−^ mice were obtained from the Jackson Laboratory. For analyses on bone regeneration, female mice of 6–8 weeks old were used. For the analyses on inflammation, female and male mice of 6–8 weeks old were used.

For drill-hole injury, as described previously^13^, mice were anaesthetized with an intraperitoneal injection of pentobarbital sodium. Hair on the thigh was removed using an electric shaver and the skin underneath was disinfected with ethanol. An approximately 10-mm longitudinal skin incision was made immediately above and parallel to the femur. The bone surface was exposed by splitting the muscle mesiodistally and removing the periosteum. A drill hole with a diameter of 0.8–1.0 mm was made on the anterior portion of the diaphysis of the femur. The incised muscle and skin were closed with nylon sutures.

For the proliferation assay, mice were injected intraperitoneally with 150 μl of BrdU (Sigma) solution at the concentration of 10 mg ml^−1^ in saline (Otsuka Pharmaceutical Factory, Inc.), 1 day before killing.

For micro-CT analysis, mice were killed at specified time points and the femur was fixed with 70% ethanol until analysis. For the preparation of paraffin-embedded specimens, tissues were fixed by immersion in 4% paraformaldehyde. For the preparation of frozen specimens, tissues were fixed by perfusion and immersion, using the same fixative.

### Isolation of cells from mice

Tissues were obtained from the femur as depicted in Supplementary Fig. 1a. Bone marrow cells were harvested from the femur by introducing PBS into the bone marrow cavity. Erythrocytes were depleted by haemolysis using ammonium chloride (Sigma). To collect the repair tissue cells, the skin, skeletal muscles and periosteum were removed from the femur and the tissues in the drill hole, periosteum and skeletal muscle were digested in a collagenase (WAKO) solution at the concentration of 1 mg ml^−1^ dissolved in RPMI (Gibco). Debris was removed by filtration using 70 μm mesh (BD) and by density centrifugation using 40% Percoll (GE Healthcare) solution in RPMI, followed by haemolysis. Neonatal murine calvarial cells were isolated as described previously^35^: neonatal mice were killed by anaesthesia and disinfected by immersion in ethanol. Calvaria were dissected and digested in a digestion solution, in which 1 mg ml^−1^ of collagenase and 2 mg ml^−1^ of dispase were dissolved in α-MEM (Gibco). Debris was removed by filtration using 70 μm mesh and osteoblastic cells were collected.

### Quantitative reverse transcriptase–PCR

Total RNAs of the cells prepared as described above were extracted using TRIzol (Life Technologies) according to the manufacturer's instructions. First-strand complementary DNAs were synthesized using Superscript III reverse transcriptase (Invitrogen). Quantitative real-time reverse transcriptase–PCR was performed with a LightCycler (Roche) using SYBR Green (TOYOBO) according to the manufacturer's protocol. The expression level of mRNA was normalized with that of *Gapdh*. The primers for analysis of gene expression by real-time reverse transcriptase–PCR were as follows: for *Gapdh*, 5′-ACCCAGAAGACTGTGGATGG-3′ and 5′-CACATTGGGGGTAGGAACAC-3′; *Ifng*, 5′-GCGTCATTGAATCACACCTG-3′ and 5′-TGAGCTCATTGAATGCTTGG-3′; *Il4*, 5′-CCTCACAGCAACGAAGAACA-3′ and 5′-ATCGAAAAGCCCGAAAGAGT-3′; *Il17a*, 5′-TCCCTCTGTGATCTGGGAAG-3′ and 5′-AGCATCTTCTCGACCCTGAA-3′; *Il17f*, 5′-ATGGTGCTGTCTTCCTGACC-3′ and 5′-CAAAACCAGGGCATTTCTGT-3′; *Il22*, 5′-GCCCTGGACAGCTGTACTTCTA-3′ and 5′-ACACGAGTGCTACTTGGTTAGGA-3′; *Il6*, 5′-CCGGAGAGGAGACTTCACAG-3′ and 5′-CAGAATTGCCATTGCACAAC-3′; *Tnfa*, 5′-GCTGAGCTCAAACCCTGGTA-3′ and 5′-CGGACTCCGCAAAGTCTAAG-3′; *Runx2*, 5′-CCCAGCCACCTTTACCTACA-3′ and 5′-TATGGAGTGCTGCTGGTCTG-3′; *Sp7*, 5′-ACTGGCTAGGTGGTGGTCAG-3′ and 5′-GGTAGGGAGCTGGGTTAAGG-3′; *Col1a1*, 5′-GAGCGGAGAGTACTGGATCG-3′ and 5′-GTTAGGGCTGATGTACCAGT-3′; *Alpl*, 5′-AACCCAGACACAAGCATTCC-3′ and 5′-GCCTTTGAGGTTTTTGGTCA-3′; *Il1b*, 5′-CAGGCAGGCAGTATCACTCA-3′ and 5′-TGTCCTCATCCTGGAAGGTC-3′ and *Il23p19*, 5′-AATAATGTGCCCCGTATCCA-3′ and 5′-AGGCTCCCGTTTGAAGATGT-3′.

### Micro-CT analysis

CT scanning was performed using ScanXmate-D090S105 and Xsys software (Comscantecno). Three-dimensional microstructural image data were reconstructed by coneCT express software (White Rabbit) and the structural indices were calculated using TRI/3D Bon software (Ratoc System Engineering). A sequence of images within the bone defect was chosen for analyses. Region of interest (ROI) was set as the cylindrical region bordered by the defect edge with an axis of ∼800 μm and a thickness of 100 μm.

### Histological and histomorphometric analyses

For haematoxylin-eosin (HE) staining, tartrate-resistant acid phosphatase (TRAP) staining and the immunofluorescence for BrdU, tissues fixed by 4% paraformaldehyde underwent decalcification in OSTEOSOFT (Merck Millipore) at 4 °C for 3 weeks and were then embedded in paraffin after dehydration. Six-micrometre-thick sections were made. Sectioning of the paraffin-embedded samples was performed along the longitudinal axis of the femur. HE staining was carried out by staining with haematoxylin (Muto Pure Chemicals) for 3 min followed by 2 min of staining with eosin (Wako). TRAP staining was performed at room temperature for ∼20 min followed by nuclear counterstaining with haematoxylin. The immunofluorescence for BrdU was performed using BrdU Immunohistochemistry Kit (Abcam) in combination with streptavidin conjugated with fluorescence dye (Life Technologies) and nuclear counter staining by Hoechst33342. Bone formation and bone resorption were quantified using Win ROOF software (Mitani Corporation). BrdU^+^ cells were counted using Tissue Quest software (Novel Science).

For the immunofluorescence for green fluorescent protein (GFP), non-decalcified frozen sections of 5 μm thick were made as previously reported (Kawamoto's method)^36^, with minor modifications: tissues fixed in 4% paraformaldehyde were freeze embedded with carboxymethyl cellulose in a cooled hexane. An adhesive film was put on the cut surface of the samples. Sections were made with a tungsten carbide blade. Carboxymethyl cellulose compound was washed away from the section before staining. The sections were incubated with primary antibody solution containing a rabbit anti-GFP polyclonal antibody (Abcam) at 4 °C for 1 h, followed by incubation with a secondary antibody solution containing goat anti-rabbit IgG antibody conjugated with fluorescence dye (Life Technologies) for 1 h. Nuclei were stained with Hoechst33342.

### *In vitro* differentiation of osteoblasts

Osteoblastogenesis of murine calvarial cells was induced as previously described^35^: calvarial cells were resuspended in α-MEM containing 10% fetal bovine serum and seeded in a culture dish (10 cm dish for one mouse). After incubation for 2 days, cells were resuspended in an osteogenic medium (50 μg ml^−1^ ascorbic acid, 10 nM dexamethasone and 10 mM β-glycerophosphate) and seeded in 24-well plates (1.0 × 10^4^ cells per well). The culture medium was changed every third day. Recombinant mouse BMP-2 (Osteogenetics GmbH) and IL-17A (Peprotech) were added coincidentally with the induction of osteoblastogenesis and the change of the media at a final concentration of 500 and 50 ng ml^−1^, respectively.

Injury-associated mesenchymal cells were obtained by depleting CD45^+^ cells from the repair tissue cells of wild-type mice on day 3 with autoMACS Pro Separator (Miltenyi Biotec) using rat anti-mouse CD45 antibody conjugated with PE (eBioscience) and anti-PE Micro Beads (Miltenyi Biotec). Dead cells were depleted after being cultured in a dish for 1 day. Non-haematopoietic adherent cells (1.0 × 10^4^ cells per well) in the osteogenic medium were seeded in 24-well plates. The culture medium was changed every third day. BMP-2 and IL-17A were added coincidentally with the induction of osteoblastogenesis and the change of the media.

PαS cells were sorted out by using FACS Aria III (BD Biosciences). Cells (3.0 × 10^3^) per well in the osteogenic medium supplemented with BMP-2 and IL-17A were seeded in 48-well plates, at a final concentration of 500 and 10 ng ml^−1^, respectively.

ALP staining was performed as previously described^35^. Cultured cells were fixed with 4% paraformaldehyde for 15 min on ice. After rinsing with PBS, the cells were stained for 15 min with ALP staining solution (Napthol AS-MX phosphatase, 0.06 mg ml^–1^; *N*,*N*-dimethylformamide, 1%; and Fast blue BB salt, 1 mg ml^–1^ in 0.1 M Tris-HCl pH 8.0). The staining solution was washed away with tap water. Stained cells were air dried. ALP activity measurement was performed as follows. Cells were collected in a lysis buffer (12 mM Tris-HCl pH 8.0, 12 mM MgCl_2_ and 0.05% Triton X in dH_2_O). Cells were subjected to three freeze–thaw cycles, ultrasonic disruption and homogenization. The debris was spun down and the supernatant was collected. ALP activity was measured using LabAssay ALP (Wako Pure Chemical Industries) and the total protein was measured using DC Protein Assay (Bio-Rad), according to the manufacturers' instructions. ALP activity was normalized to total protein.

Alizarin Red S staining and the measurement of mineralization were performed as previously described^37^ on day 14 (injury-associated mesenchymal cells) or 21 (calvarial cells). Cells were fixed as described above. After rinsing with dH_2_O, the staining was performed with Alizarin Red S staining solution (0.02 g ml^–1^ Alizarin Red S in dH_2_O pH 4.2). The staining solution was washed away with dH_2_O. Stained cells were air dried. Bone nodules in the culture of calvarial cells was counted after Alizarin Red S staining was performed on day 21 (ref. 35). For the measurement of mineralization, Alizarin Red S was extracted with 10% acetic acid and assessed for absorbance at 405 nm.

An *in vitro* BrdU incorporation assay was performed using Cell Proliferation ELISA, BrdU (chemiluminescent) (Roche Applied Science) according to the manufacturer's instructions.

### Flow cytometry

Cells were maintained at 4 °C throughout the procedure. Dead cells were distinguished as the cells that incorporated 2.5 ng ml^−1^ of Ethidium Monoazide Bromide (Life Technologies) and nonspecific binding was blocked with anti-CD16/32 (93, Biolegend) at a dilution of 1/100. The antibodies used for flow cytometric analysis were as follows. Anti-mouse CD3ɛ (145-2C11, eBioscience), CD11b (M1/70, Biolegend and eBioscience), CD29 (HM81-1, Biolegend), CD31 (390, eBioscience), CD34 (RAM34, eBioscience), CD44 (IM7, Biolegend), CD45 (30-F11, Biolegend and eBioscience), CD90.2 (30-H12, eBioscience), CD140α (APA5, eBioscience), CD217 (PAJ-17R, eBioscience), Sca-1 (D7, eBioscience), TCRγδ (GL3, eBioscience), TCR-Vγ1 (2.11, Biolegend), TCR-Vγ4 (UC3-10A6, Biolegend), TCR-Vγ5 (536, Biolegend), TER-119 (TER-119, eBioscience) and anti-human CD2 (RPA-2.10, eBioscience) were used at a dilution of 1/250. Anti-rat IgM (MRM-47, Biolegend) and streptavidin conjugated with fluorescence dyes (Biolegend, eBioscience and BD Pharmingen) were used at a dilution of 1/200. Monoclonal antibody 17D1 specific for TCR-Vγ6Vδ1 and TCR-Vγ5Vδ1 was kindly provided by Dr Tigelaar (Yale University). The filtered culture supernatant of 17D1 hybridoma cells was directly added to each well. For the *in vivo* proliferation assay, BrdU Flow Kit (BD Pharmingen) was used. Data were acquired on a FACSCanto II (BD Biosciences) and analysed using FlowJo software (TREE STAR).

### RNA sequencing

Total RNA of cultured PαS cells was extracted using Maxwell 16 LEV simplyRNA Cells and Tissue Kit (Promega). cDNA was synthesized and amplified using SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Clontech Laboratories). Data were acquired on an Ion Proton (Thermo Fisher) and analysed using CLC Genomics Workbench (CLC).

### Statistical analysis

*P*-values were calculated using Student's *t*-test or analysis of variance (ANOVA) with Dunnett's (for one-way ANOVA) or Tukey's (for two-way ANOVA) multiple-comparison test. Differences with a *P*-value of <0.05 were considered significant (*P<0.05; †*P*<0.05; NS, not significant, throughout the paper). All the data are expressed as mean±s.e.m.

## Additional information

**Accession codes:** The RNA-Seq data have been deposited in GEO under the accession code GSE77172.

**How to cite this article:** Ono, T. *et al*. IL-17-producing γδ T cells enhance bone regeneration. *Nat. Commun.* 7:10928 doi: 10.1038/ncomms10928 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-7.

## Figures and Tables

**Figure 1:**
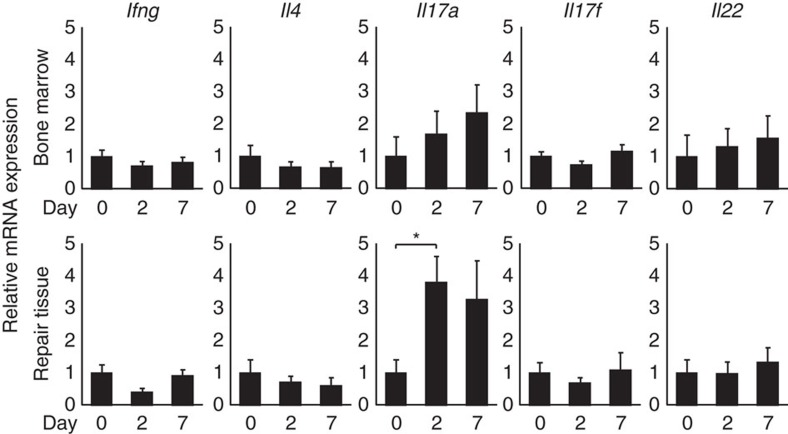
IL-17A is induced in the repair tissue after bone injury. mRNA expression levels of T-cell-related cytokines in the cells of the bone marrow and the repair tissue of wild-type mice 2 and 7 days after injury compared with non-treated (day 0) tissue (*n*=3−6 per time point). Statistical analysis was carried out using one-way ANOVA with Dunnett's test. Error bars denote the mean±s.e.m. *P<0.05.

**Figure 2:**
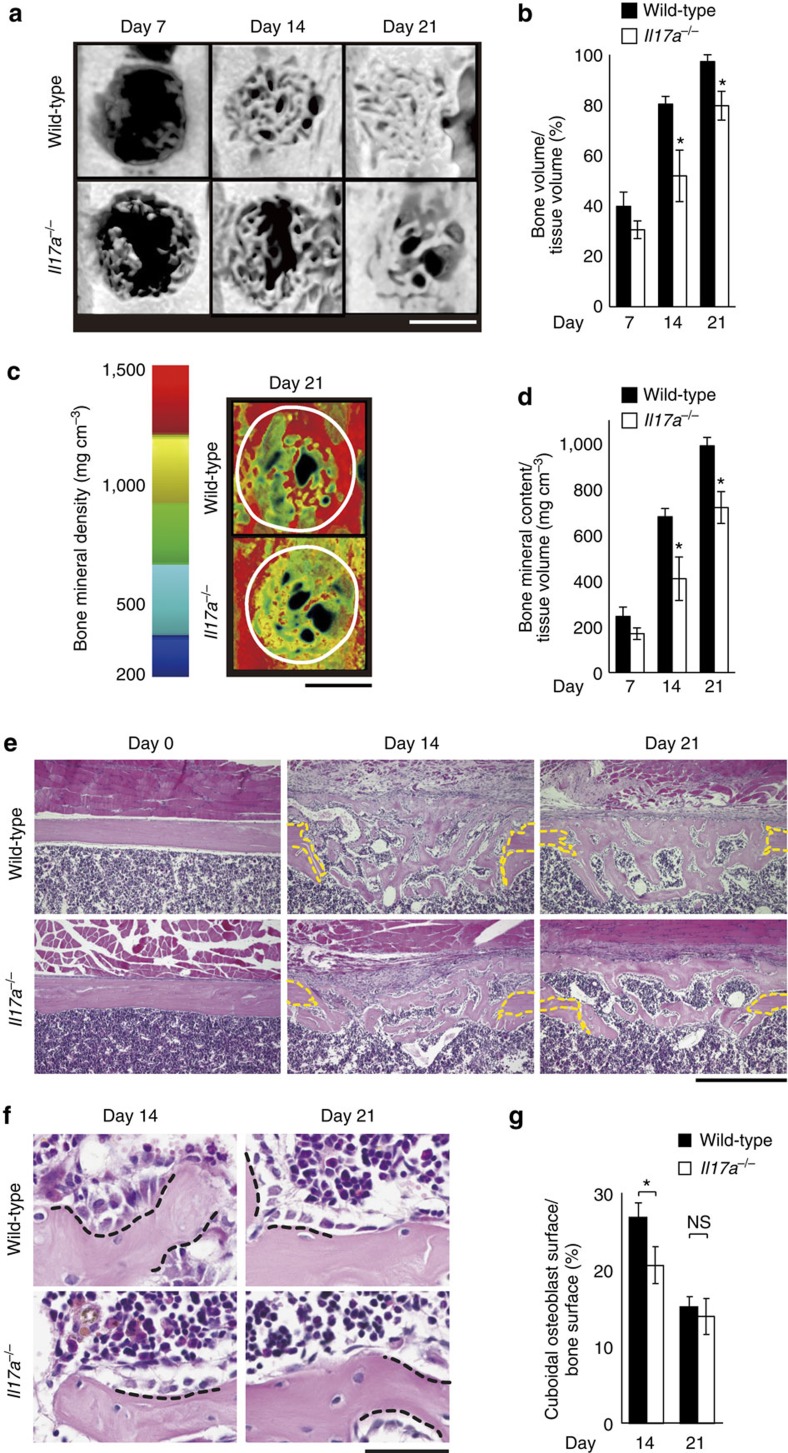
IL-17A promotes bone regeneration after injury by enhancing osteoblast function. (**a**) Micro-CT images of the drill holes in the wild-type and *Il17a*^−/−^ mice after injury. Scale bar, 500 μm. (**b**) Quantification of bone formation in the drill holes (*n*=4−8 per time point per genotype). (**c**) Visualization of the bone mineral density of the newly formed bone in the drill holes. Images were constructed by colouring the micro-CT images according to the CT values. The lines denote the original shapes of the drill holes. Scale bar, 500 μm. (**d**) Bone mineral content in the drill holes (*n*=4−8 per time point per genotype). (**e**) Histological images of the femur of the wild-type and *Il17a*^−/−^ mice stained with HE staining. The lines indicate the edge of the drill hole. Scale bar, 500 μm. (**f**) Bone surface lined with cuboidal osteoblasts (dotted lines) on the newly formed bone. Scale bar, 50 μm. (**g**) Cuboidal osteoblast surface per bone surface. The bone surface covered with bone-forming osteoblasts was quantified by bone histomorphometric analysis (*n*=3 per time point per genotype, 6 representative sections per each femur). Statistical analysis was carried out using Student's *t* test for each time point in Fig. 2. Error bars denote the mean±s.e.m. *P<0.05; NS, not significant.

**Figure 3:**
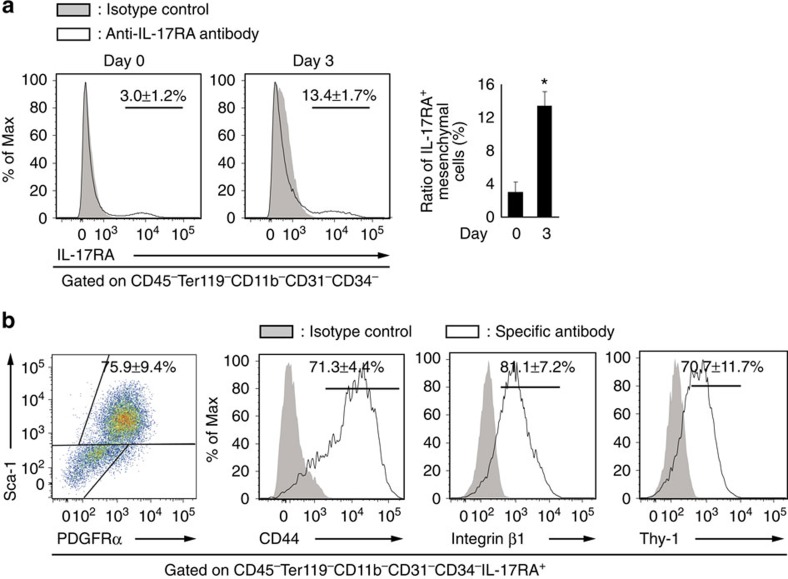
Mesenchymal cells in the injury site contain IL-17A-responsive PαS cells. (**a**) The ratio of IL-17RA^+^ cells in CD45^−^Ter119^−^CD11b^−^CD31^−^CD34^−^ mesenchymal cells in the repair tissues of non-treated and injured mice (*n*=6 per time point). (**b**) The expression of MSC markers on IL-17RA^+^ mesenchymal cells of the repair tissue (*n*=3−6). Most of the IL-17RA^+^ mesenchymal cells were PαS cells positive for both platelet-derived growth factor receptor-α (PDGFRα) and Sca-1. Statistical analysis was carried out using Student's *t*-test. Error bars denote the mean±s.e.m. *P<0.05.

**Figure 4:**
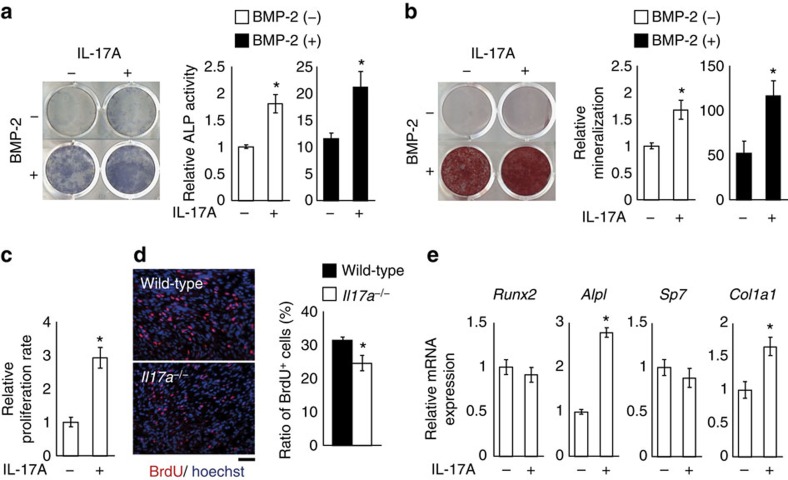
IL-17A enhances bone formation by injury-associated mesenchymal cells. (**a**) The effect of IL-17A on ALP activity of injury-associated mesenchymal cells in the presence or absence of BMP-2. (**b**) The effect of IL-17A on *in vitro* mineralization as analysed by Alizarin Red S staining and quantification. (**c**) *In vitro* proliferation of injury-associated mesenchymal cells quantified by BrdU incorporation assay. (**d**) Proliferation of the cells within the drill hole of the wild-type and *Il17a*^−/−^ mice as quantified by *in vivo* BrdU incorporation assay (*n*=3 per genotype). BrdU^+^ cells were detected by immunofluorescence and the ratio of BrdU^+^ cells was calculated. Scale bar, 50 μm. (**e**) The mRNA expression levels of osteoblast genes in the injury-associated mesenchymal cells. All the data of the *in vitro* experiments were obtained from three independent experiments with triplicate wells. Statistical analysis was carried out using Student's *t*-test throughout Fig. 4. Error bars denote the mean±s.e.m. *P<0.05.

**Figure 5:**
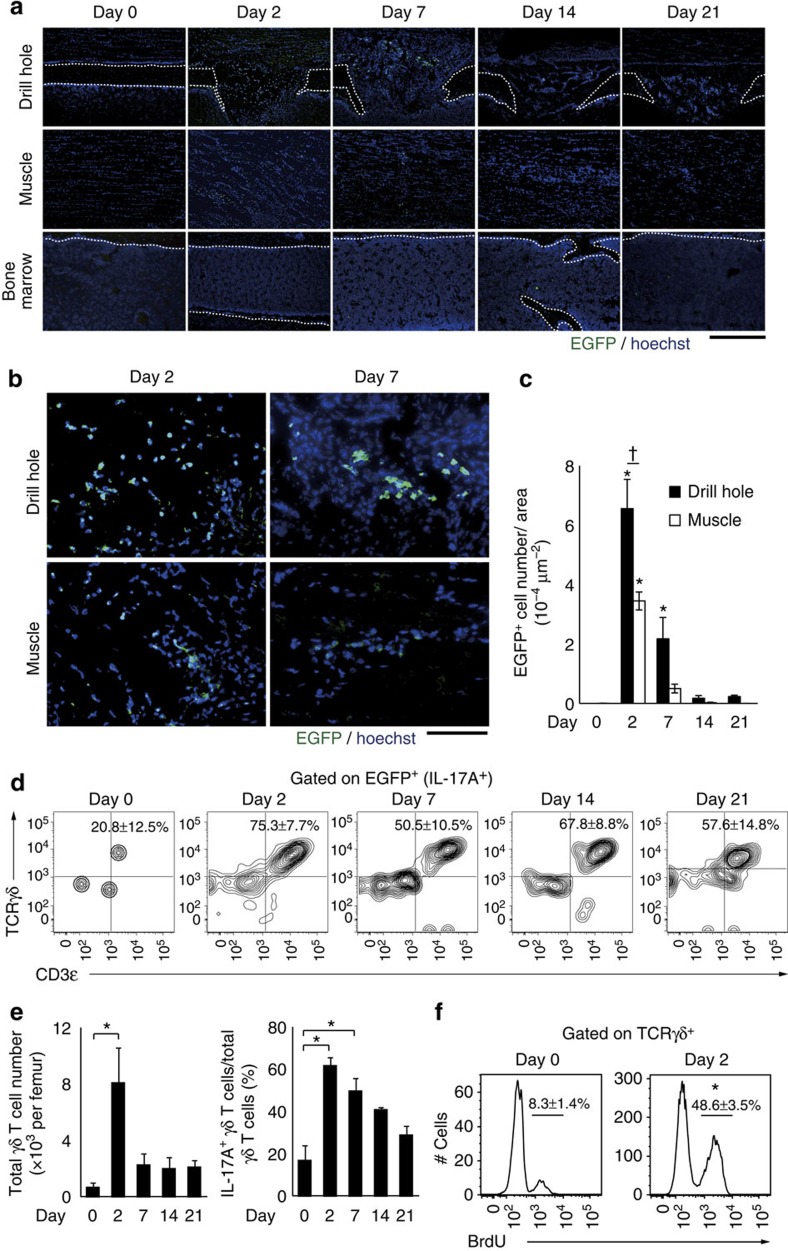
γδT cells produce IL-17A on bone injury. (**a**) IL-17A-producing cells in the drill hole, skeletal muscle and bone marrow. *Il17a*^*gfp*/*gfp*^ mice were used for the detection of IL-17A-producing cells as EGFP^+^ cells. Nuclei were stained by Hoechst33342. Scale bar, 500 μm. (**b**) High-magnification images of the drill hole and the injured skeletal muscle 2 and 7 days after injury. Scale bar, 50 μm. (**c**) Quantification of IL-17A-producing cells within the drill hole and the injured muscle (*n*=3 per time point, 2 representative sections per each femur). Statistical analysis was carried out using two-way ANOVA with Tukey's test. (**d**) The expression of CD3ɛ and TCRγδ in IL-17A-producing cells (EGFP^+^ cells of *Il17a*^*gfp*/*gfp*^ mice) in the repair tissue (*n*=3−8 per time point). (**e**) The number of γδ T cells and the ratio of IL-17A-producing γδ T cells in the repair tissue. Statistical analysis was carried out using one-way ANOVA with Dunnett's test. (**f**) Proliferation of γδ T cells after injury. BrdU^+^ γδ T cells were detected by flow cytometry (*n*=3 per time point). Statistical analysis was carried out using Student's *t*-test. Error bars denote the mean±s.e.m. *P<0.05 versus day 0; †*P*<0.05 at a time point.

**Figure 6:**
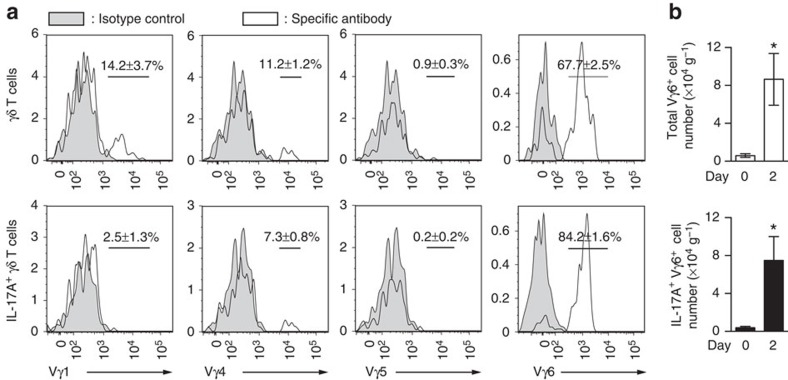
IL-17A-producing γδ T cells in the injury site are Vγ6^+^ cell subset. (**a**) The usage of Vγ chain of γδ T cells in the repair tissue after injury (*n*=3). 17D1 antibody recognizes Vγ5^+^ and Vγ6^+^ cells, but there were virtually no Vγ5^+^ γδ T cells observed, indicating IL-17A-producing γδ T cells in the injury site are enriched in the Vγ6^+^ cell subset. (**b**) The number of 17D1^+^ γδ T cells (upper) and IL-17A-producing 17D1^+^ γδ T cells (lower) in the repair tissue before and after injury (*n*=3 per time point). Statistical analysis was carried out using Student's *t* test. Error bars denote the mean±s.e.m. *P<0.05.

# Supplementary material for: IL-17-producing γδ T cells enhance bone regeneration
**Source:** Nat Commun. 2016 Mar 11;7:10928. doi: 10.1038/ncomms10928
**Supplement:** Supplementary Information — Supplementary Figures 1-7.

Supplementary Figure 1

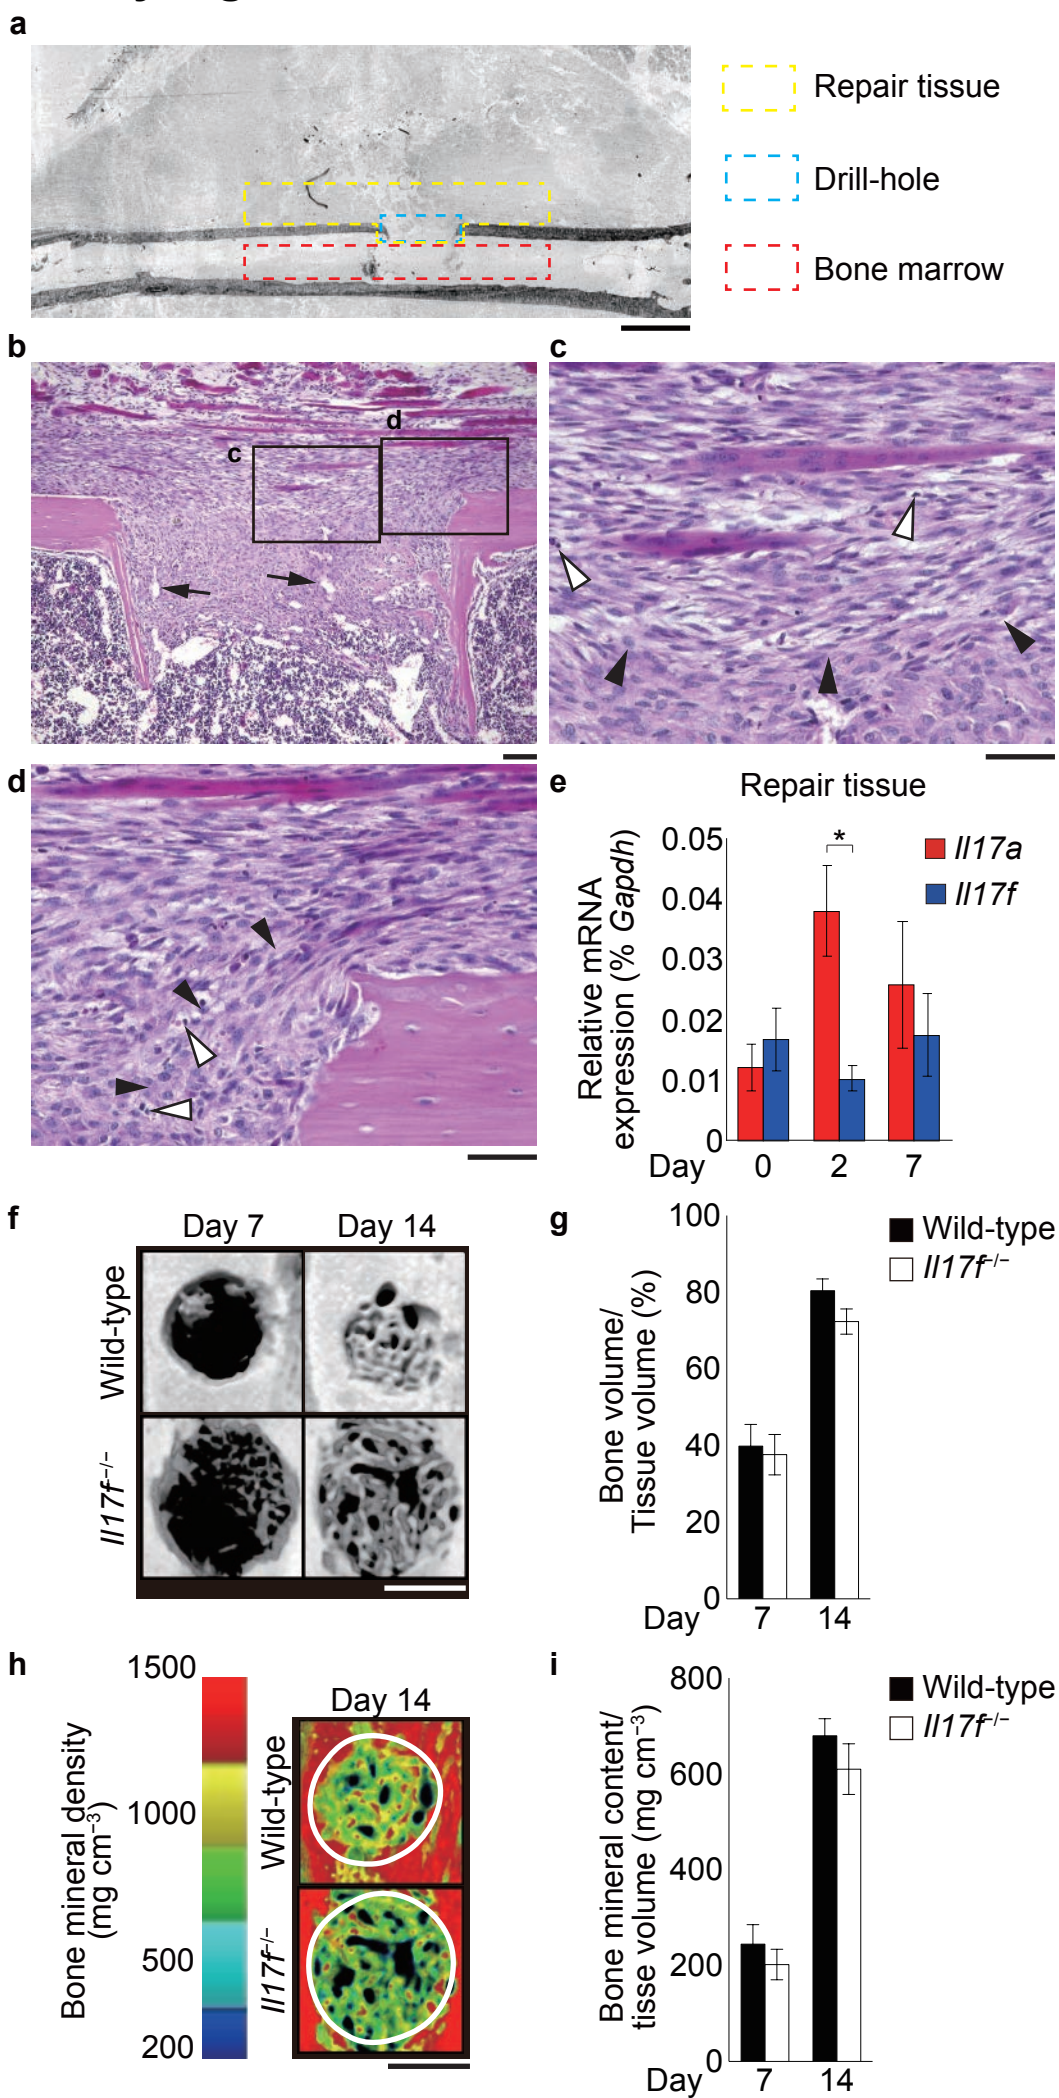

Supplementary Figure 1. IL-17F does not contribute to bone regeneration. (a) Typical bright field microscopic image of the injured femur that shows the experimental system. Tissues of the boxed areas were harvested and the cells isolated from these tissues were analyzed in the following experiments. Scale bar, 1 mm. (b) HE staining of the injury site in the wild-type mice. The arrows indicate the vasculature invading into the injury site. Scale bar, 100 μ m. (c) The junction of the regenerating tissue in the bone defect and regenerating muscle fibers. Scale bar, 50 μ m. (d) The junction of the regenerating tissue and thickening periosteum. The arrowheads point out the merging junction of the tissue in the bone defect and the neighboring tissues. The white arrowheads indicate the infiltrated immune cells. Scale bar, 50 μ m. (e) Comparison of the mRNA expression of *Il17a* and *Il17f* in the repair tissue of wild-type mice ($n = 3-6$ per time point per genotype). Expression levels were normalized to *Gapdh*. (f) Micro-CT images of the drill-holes in the wild-type and *Il17f*^{-/-} mice after injury. Scale bar, 500 μ m. (g) Quantification of bone formation in the drill-holes ($n = 4-8$ per time point per genotype). (h) Bone mineral density was visualized by coloring the micro-CT images according to the CT values. The lines denote the original shapes of the drill-holes. (i) Bone mineral content in the drill-holes ($n = 4-8$ per time point per genotype). Statistical analysis was carried out using Student's *t* test at each time point throughout the Supplementary Figure 1. Error bars denote the mean $\pm$ s.e.m. * $P < 0.05$.

Supplementary Figure 1 continued.

Supplementary Figure 2

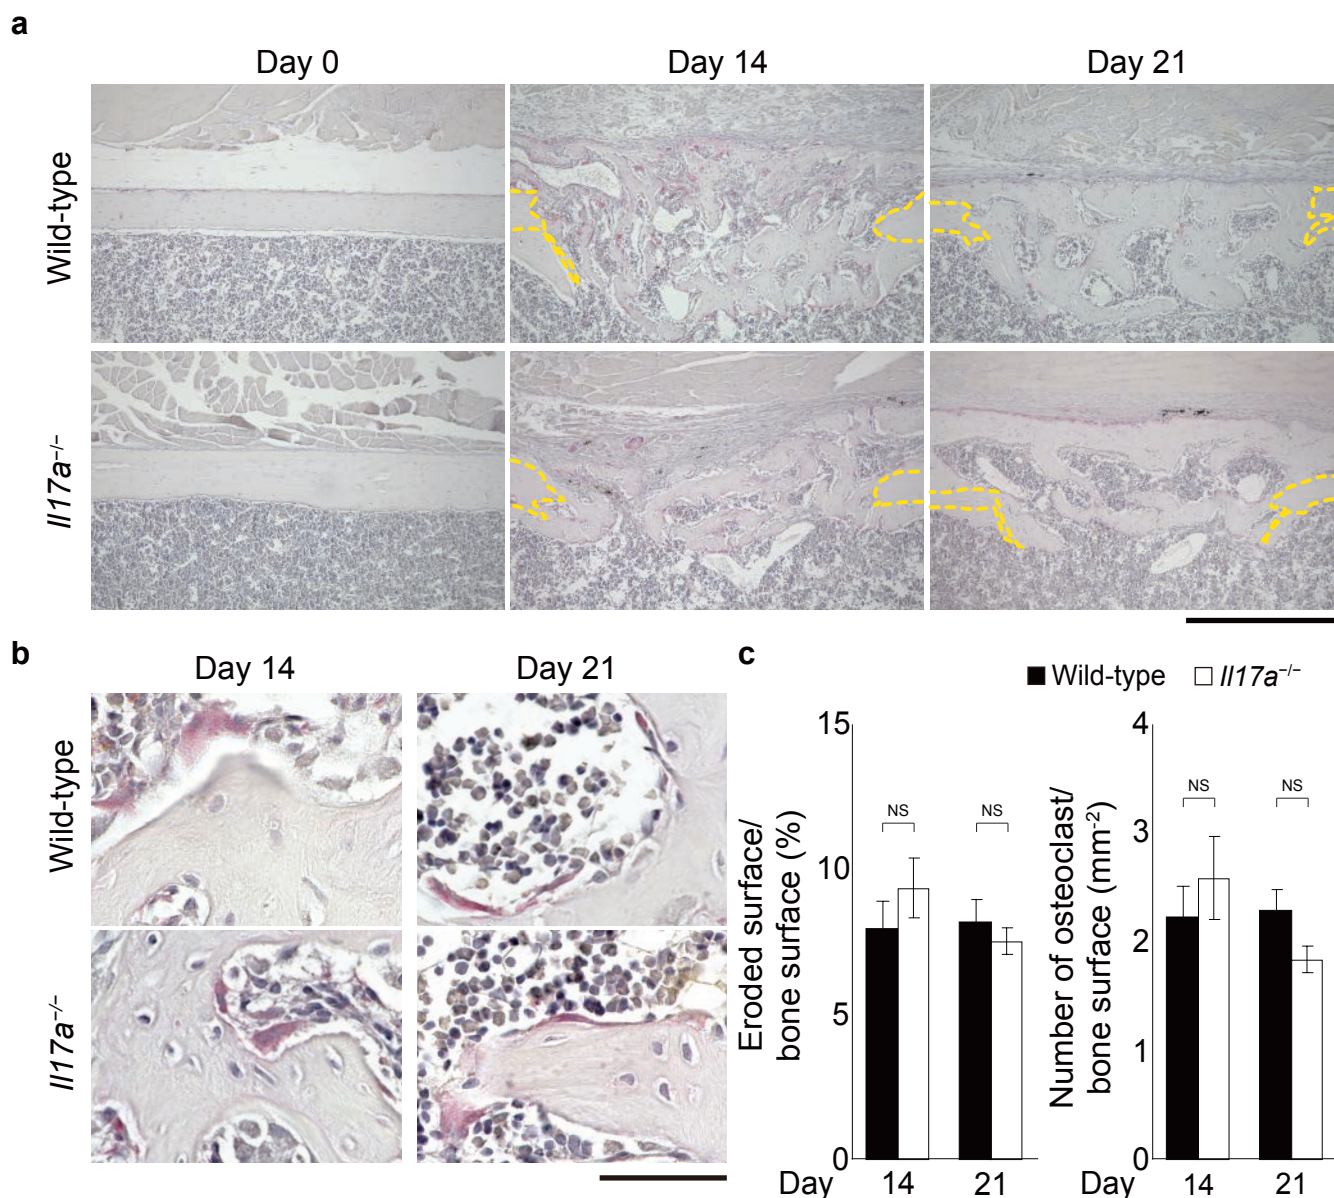

Supplementary Figure 2. IL-17A does not affect osteoclastic bone resorption after bone injury. (a) Osteoclasts of the femur of the wild-type and *Il17a*^{-/-} mice were stained with TRAP staining. The lines in the images represent the edge of the drill-hole. Scale bar, 500 μ m. (b) High magnification images of the newly formed bone covered with TRAP⁺osteoclasts. Scale bar, 50 μ m. (c) The eroded surface and the number of osteoclasts in the regenerating tissue were quantitated by bone histomorphometric analyses ($n = 3$ per time point per genotype, 2–6 representative sections per each femur). Statistical analysis was carried out using Student's t test at each time point. Error bars denote the mean $\pm$ s.e.m. NS, not significant.

Supplementary Figure 3

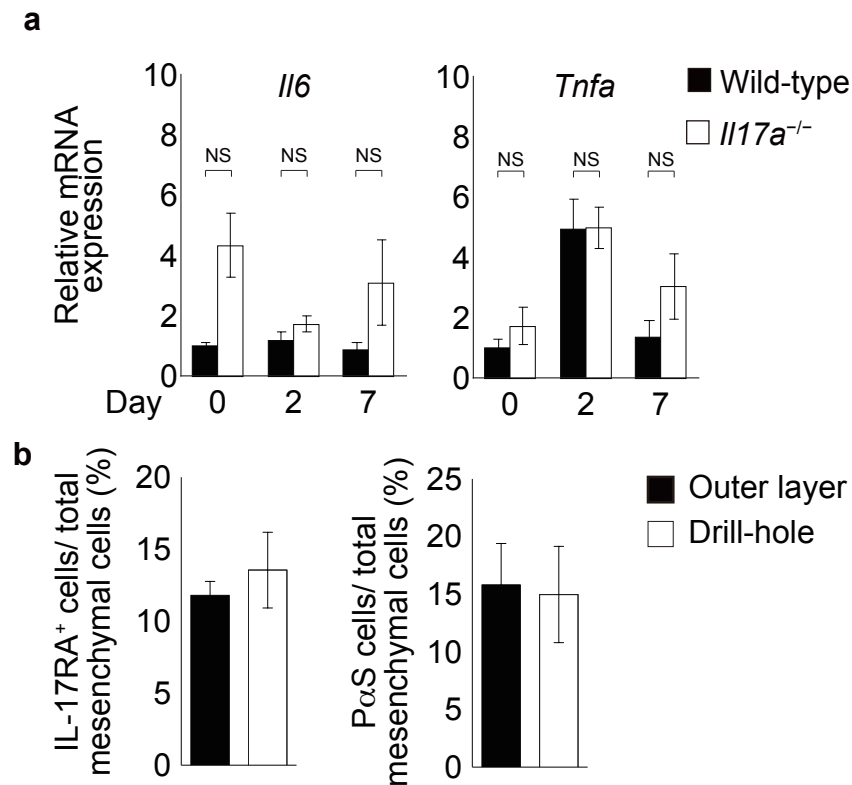

Supplementary Figure 3. IL-17A promotes bone formation independently of IL-6 and TNF. (a) mRNA expression of *Il6* and *Tnfa* in the repair tissues of wild-type and *Il17a*^{-/-} mice ($n = 3$ per time point per genotype). (b) The ratio of IL-17RA⁺ cells and the ratio of PaS cells to total mesenchymal cells, which were CD45⁻Ter119⁻CD11b⁻CD31⁻CD34⁻. Cells were obtained from the repair tissue in the drill-hole and the outer layer of the repair tissue of the same femur ($n = 3$). Statistical analysis was carried out using Student's *t* test at each time point. Error bars denote the mean $\pm$ s.e.m. NS, not significant.

Supplementary Figure 4

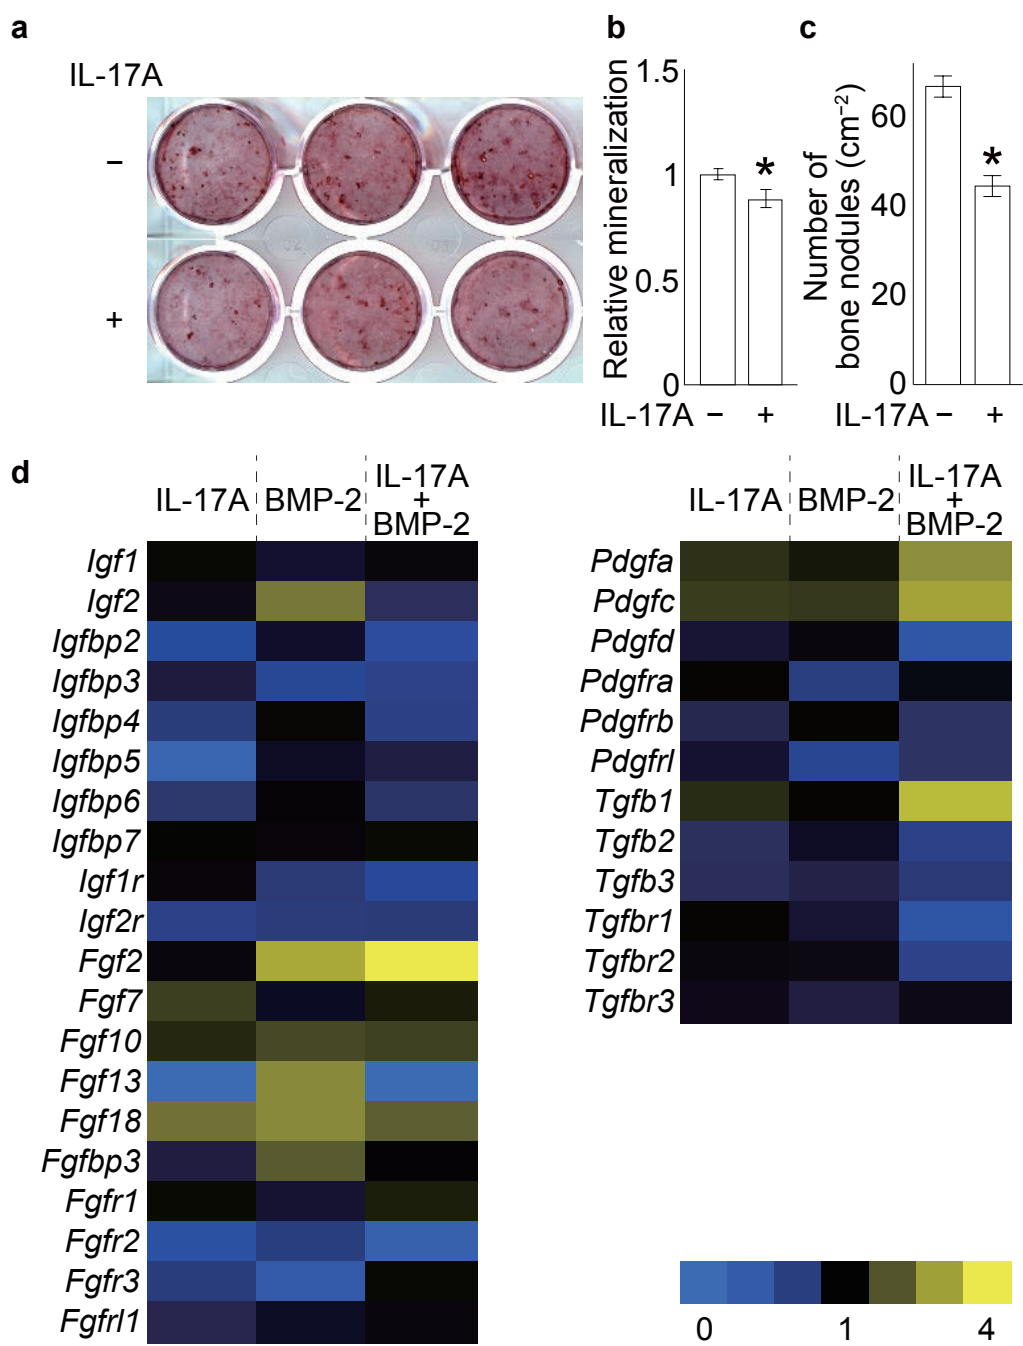

Supplementary Figure 4. IL-17A differentially regulates the osteoblastogenesis of mesenchymal cells from different origins. (a) The effect of IL-17A on the *in vitro* mineralization of murine neonatal calvarial cells analyzed by Alizarin Red S staining. (b) Mineralization was quantified as the amount of Alizarin Red S in each well. (c) The number of bone nodules formed in each well was counted. Data was obtained from 3 independent experiments with triplicate wells. Statistical analysis was carried out using Student's *t* test. Error bars denote the mean $\pm$ s.e.m. *P<0.05. (d) mRNA expression profile of P α S cells after the culture in the presence of IL-17A and/or BMP-2. Cells were harvested at day 7. The colored bar shows the fold upregulation of gene expression in comparison to the cells cultured in the absence of IL-17A and BMP-2.

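The genes drawn in this panel moved in different directions, and more of them were lower than higher in each treated library. Of the 32 genes, 8 were higher and 15 lower beyond counting error with both cytokines than with none. Differences beyond counting error were common in these libraries. For the same comparison, 2342 of 11352 measured genes were higher and 2508 lower by at least 1.5-fold. That is a stricter rule than for the panel, where no fold was required, so the counts cannot be set against each other directly. Of the 32 genes of the panel, 4 were higher and 14 lower with IL-17A alone, and 6 were higher and 15 lower with BMP-2 alone.

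In the IGF family, 3 of the 6 genes for IGF binding proteins were lower with IL-17A in both BMP-2 states, *Igfbp2*, *Igfbp4* and *Igfbp6*. *Igfbp2* had an RPKM ratio of 0.371 (95% interval 0.349 to 0.395) for IL-17A over no cytokine and of 0.453 (0.426 to 0.481) for both cytokines over BMP-2. The ratios of *Igfbp4* were 0.517 and 0.447, and those of *Igfbp6* 0.566 and 0.596. *Igfbp5* had a ratio of 0.106 without BMP-2, where its reads numbered 63 without cytokine and 6 with IL-17A, and of 0.852 (0.565 to 1.28) with BMP-2. It had only 1 and 2 spliced reads in the first 2 libraries, whose ratio turned to 2.22 (0.116 to 131). *Igfbp3* was lower without BMP-2, at 0.752, and within counting error with it, at 1.11 (0.901 to 1.38), but lower in spliced reads, at 0.655 (0.437 to 0.972), while *Igfbp7* was within counting error without BMP-2, at 1.04 (0.992 to 1.08), and higher with it, at 1.15. No member of this family was higher with IL-17A alone, 6 were lower and 4 did not differ beyond counting error. The growth factor gene *Igf1* was among the last, with a ratio of 1.10 (0.885 to 1.36).

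In the FGF family, *Fgfr2*, encoding an FGF receptor, had ratios of 0.329 without and 0.331 with BMP-2. *Fgfr3*, encoding another, had ratios of 0.513 (0.349 to 0.744) and 4.32 (2.75 to 7.05). In its spliced reads the first was within counting error, at 0.880 (0.486 to 1.58), and the second was 2.89 (1.37 to 6.65). *Fgf7*, encoding keratinocyte growth factor, had ratios of 1.74 and 1.51. It lies wholly within *Fam227b* on the other strand, and among the reads unique to *Fgf7* the ratios were 1.71 and 1.68. *Fgf18*, a growth factor gene of bone and cartilage, was higher than without cytokine in each treated library, with ratios of 2.35 for IL-17A, 2.67 for BMP-2 and 2.13 for both. *Fgf13* had 7 reads without cytokine, 0 with IL-17A, 19 with BMP-2 and 0 with both.

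Among the PDGF receptors, *Pdgfrb* had ratios of 0.676 without and 0.560 with BMP-2. *Pdgfra*, whose product is a marker used with Sca-1 to sort these cells, had ratios of 1.05 (0.944 to 1.16) and 1.85 (1.63 to 2.10). The ligand gene *Pdgfd* was lowest with both cytokines, at 0.283 (0.200 to 0.393) of the level without. In the TGF-β family, *Tgfb1* was the only member that was higher with both cytokines than with none, and the other 5 were lower. The receptor genes *Tgfbr1* and *Tgfbr2* had ratios of 0.292 and 0.456 for both cytokines over none (0.0865 and 0.382 in spliced reads), and the ligand genes *Tgfb2* and *Tgfb3* had ratios of 0.459 and 0.536.

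In edgeR's quasi-likelihood test, none of the 31 measured genes of the panel passed over all genes. Adjusted over the list alone, *Igfbp2*, *Igfbp4* and *Igfbp6* fell with IL-17A in the IGF family (lowest adjusted p = 0.00316 from edgeR), *Fgfr2* in the FGF family (0.0315) and *Pdgfrb* in the PDGF family (0.0377). The panel was drawn from these same libraries, so these counts are not independent evidence of direction.

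**Figure D4:**
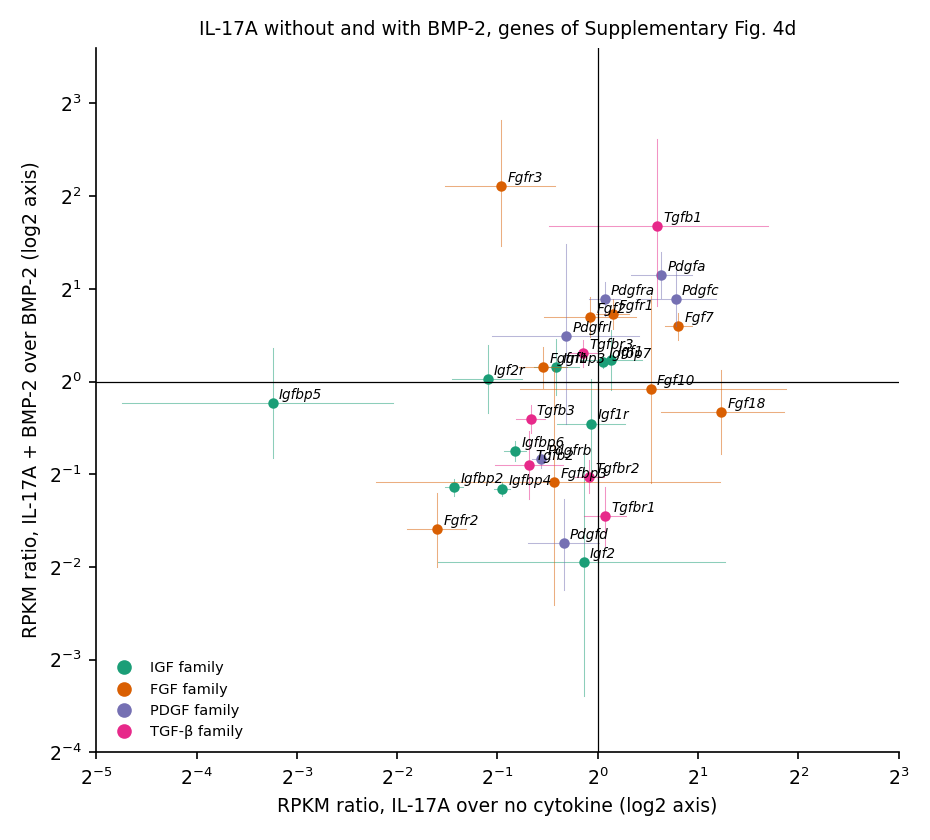
RPKM ratios of the genes of Supplementary Fig. 4d for IL-17A over no cytokine (horizontal, log2 axis) and for both cytokines over BMP-2 (vertical, log2 axis), with 95% intervals of counting error and colours for the families. *Fgf13*, at 0 reads with IL-17A, is not drawn, *Igfbp2* and *Fgfr2* lie low on both axes, and *Fgfr3* lies at 0.513 and 4.32.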

Supplementary Figure 5

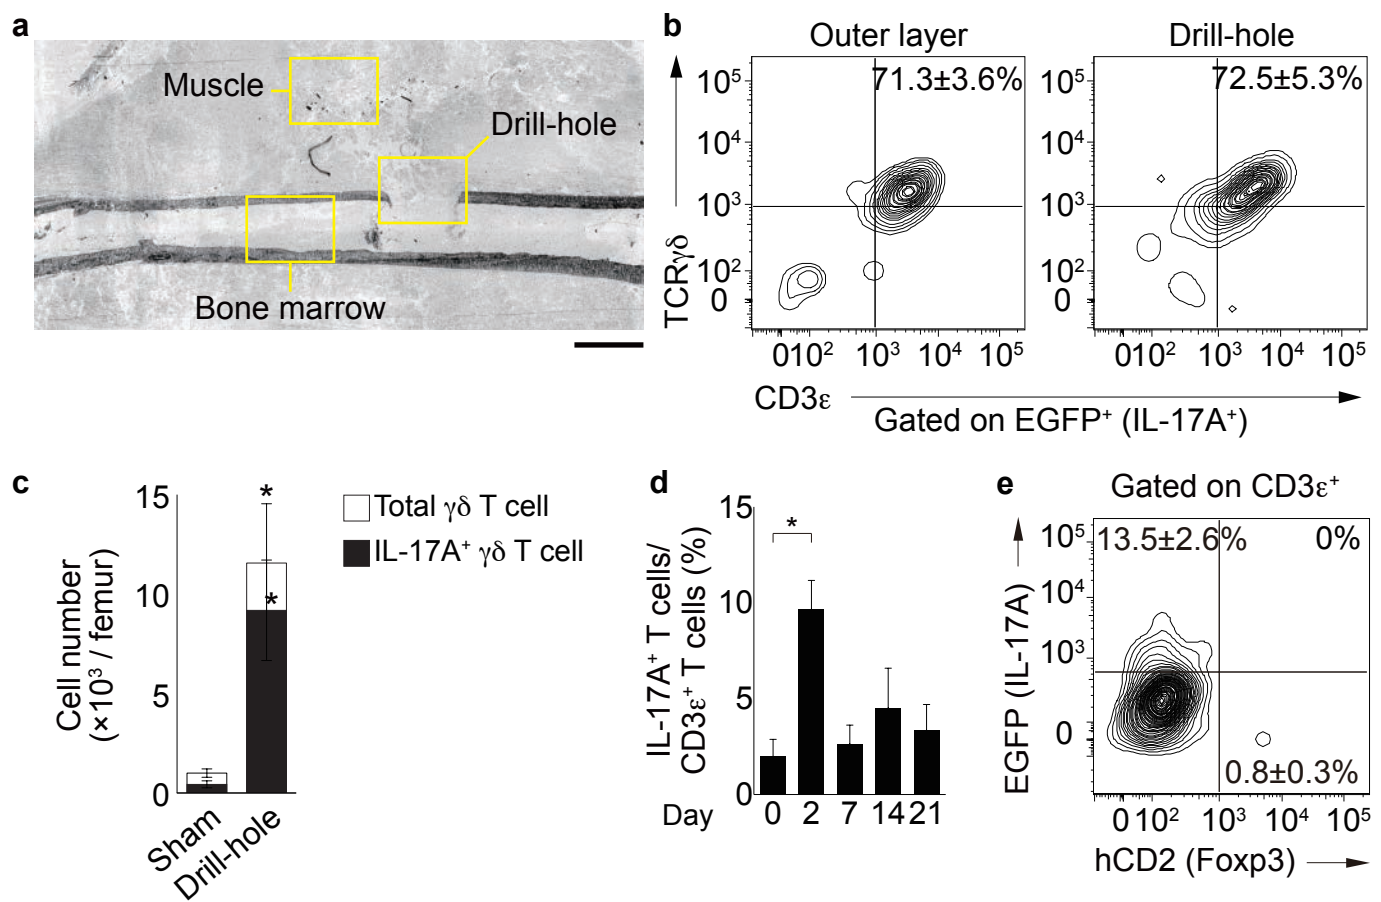

Supplementary Figure 5. $\gamma\delta$ T cells in the repair tissue are the major source of IL-17A after bone injury. (a) Typical bright field microscopic image of the injured femur. Boxed areas were analyzed in Figures 5a-c. Scale bar, 1 mm. (b) The ratio of $\gamma\delta$ T cells to IL-17A-producing cells. Cells were obtained from the repair tissue in the drill-hole and the outer layer of the repair tissue of the same femur ($n = 3$). (c) The number of total $\gamma\delta$ T cells and the number of IL-17A-producing $\gamma\delta$ T cells in the repair tissue of sham-operated and drilled femur ($n = 3$). Statistical analysis was carried out using Student's t test. (d) The ratio of IL-17A-producing cells to total T cells ($n = 3-8$ per time point). Statistical analysis was carried out using one-way ANOVA with Dunnett's test. (e) The contribution of Foxp3 $^{+}$ cells to IL-17A production. The expression of Foxp3 was detected as the expression of hCD2 using *Foxp3*^{hCD2/hCD2}*Il17a*^{gfp/gfp} mice ($n = 3$). Error bars denote the mean $\pm$ s.e.m. * $P < 0.05$.

Supplementary Figure 6

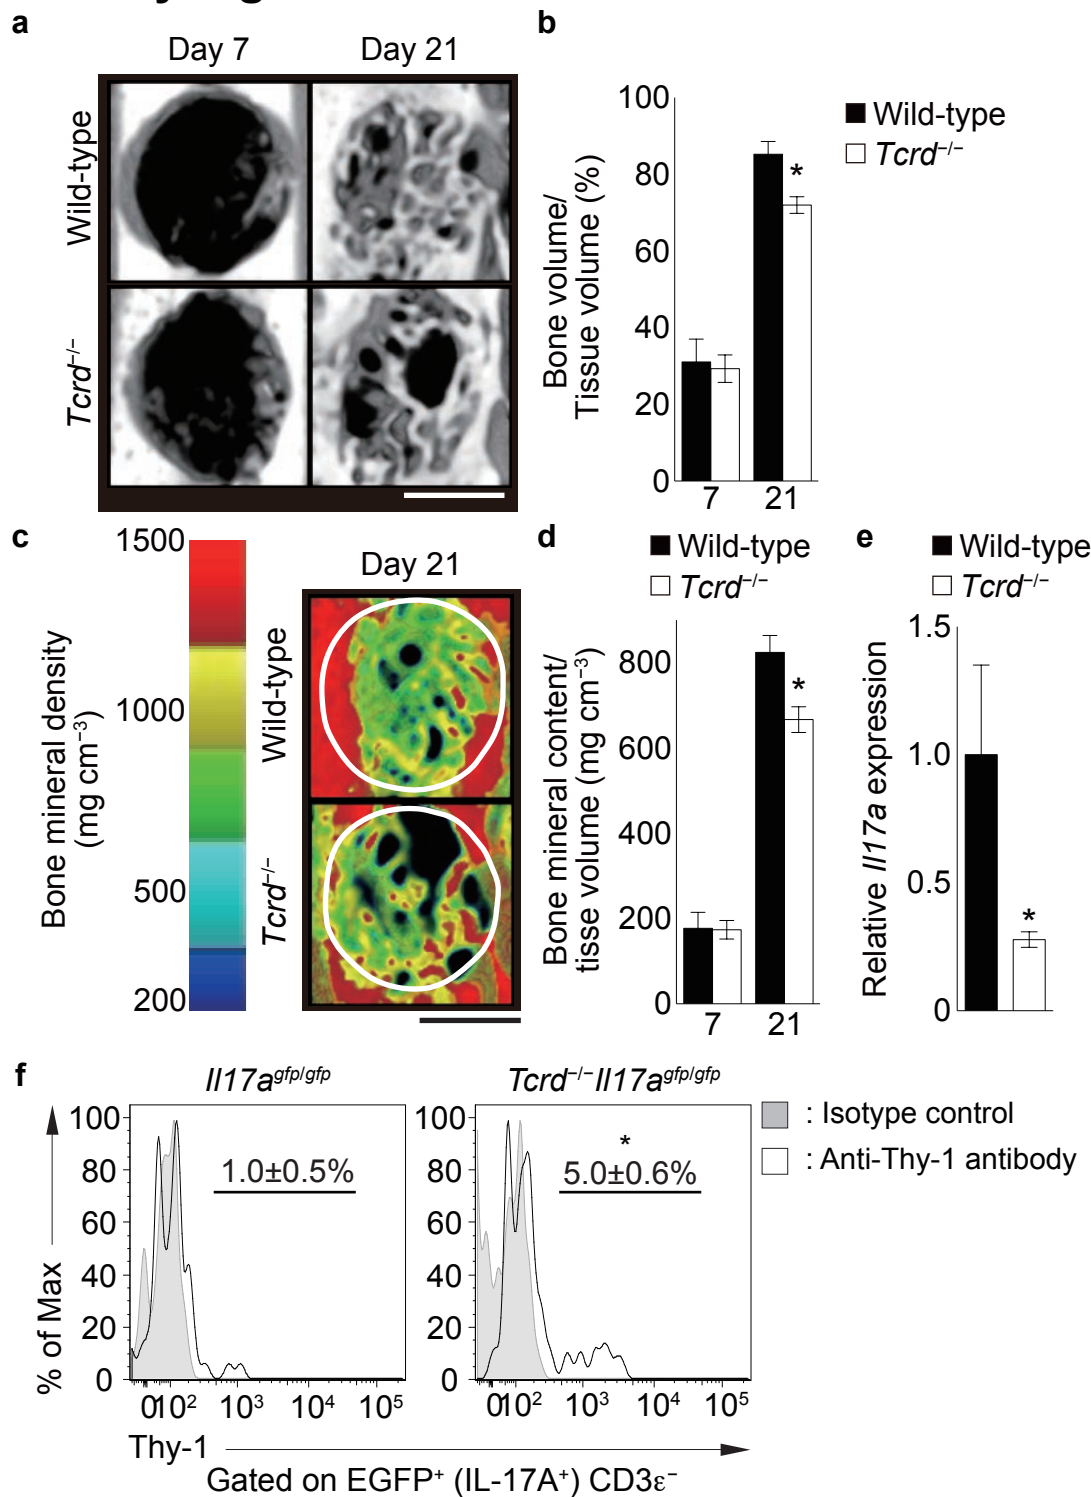

Supplementary Figure 6. $\gamma\delta$ T cells contribute to bone regeneration. (a) Micro-CT images of the drill-holes in the wild-type and *Tcrd*^{-/-} mice after injury. Scale bar, 500 μm. (b) Quantification of bone formation in the drill-holes ($n = 4-5$ per time point per genotype). (c) Visualization of the bone mineral density of the newly formed bone in the drill-holes. Images were constructed by coloring the micro-CT images according to the CT values. The lines denote the original shapes of the drill-holes. Scale bar, 500 μm. (d) Bone mineral content in the drill-holes ($n = 4-5$ per time point per genotype). (e) *Il17a* mRNA expression in the injury tissue of the wild-type and *Tcrd*^{-/-} mice at day 2 ($n = 3$ per genotype). (f) Thy-1 expression on IL-17A-producing CD3ε⁻ cells in the wild-type and *Tcrd*^{-/-} mice in the *Il17a*^{gfp/gfp} background. ($n = 3$ per genotype). Statistical analysis was carried out using Student's *t* test for each time point in the Supplementary Figure 6. Error bars denote the mean $\pm$ s.e.m. * $P < 0.05$.

Supplementary Figure 7

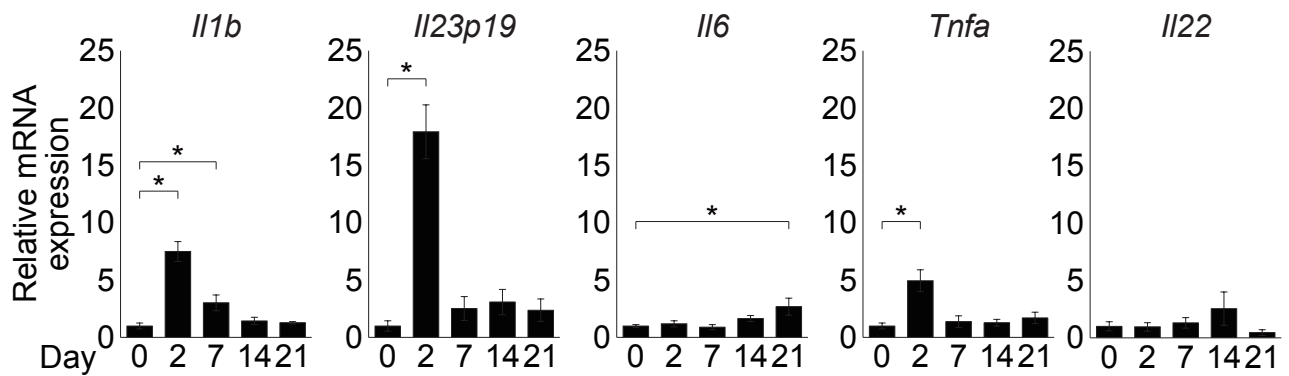

Supplementary Figure 7. IL-1 β and IL-23 are robustly upregulated in the repair tissue after bone injury. mRNA expression of *Il1b*, *Il23p19*, *Il6*, *Tnfa* and *Il22* in the repair tissue of wild-type mice ($n = 3 - 8$ per time point). Statistical analysis was carried out using one-way ANOVA with Dunnett's test. Error bars denote the mean $\pm$ s.e.m. * $P < 0.05$.

How the deposited data were processed for this re-analysis (not part of the article)

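Messenger RNA of cultured PαS cells was measured in 4 libraries, 1 for each of no cytokine, IL-17A, BMP-2 and both cytokines, after 7 days in osteogenic medium. The authors extracted total RNA, made and amplified full-length cDNA with a kit for low input, sequenced it on an Ion Proton and analysed the reads in CLC Genomics Workbench. Mapping settings and the version of that program are not given in the sources used here, and the submitters' processing notes name the genome build mm10. The deposited files give, for each of 46517 genes, counts of total and unique reads in the gene, in its exons and in its introns, counts of spliced reads, and RPKM. The RPKM deposited by the authors was recomputed from the exon reads, the exon length and the summed gene reads of the library, with a largest relative error of 0. Of the listed genes, 15821 have an exon length of 0 and hold no exon reads.

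Exon reads numbered 4673322 without cytokine, 4190612 with IL-17A, 4719412 with BMP-2 and 4718877 with both. Spliced reads made up 53.1 to 53.9% of them, reads not unique to a gene 10.6 to 11.0%, and 12940 to 13449 genes had at least 1 exon read. Pearson's r of log2(RPKM + 1) between libraries, across genes, which are not independent replicates, was 0.926 to 0.946. At these depths a ratio between 2 libraries carries counting error that depends on the reads of the gene, and the intervals hold nothing of the variation between cultures. A ratio against a library at 0 reads is given as a lower bound with a floor of 3 reads in that library.

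The following was computed from the deposited counts and RPKM. Ratios of RPKM were taken for the 32 genes of Supplementary Fig. 4d. For the other genes, exon reads were scaled by TMM (edgeR 4.0.16, R 4.3.3) and ratios, log2 ratios with a pseudocount of 0.5 on CPM and intervals were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with figures drawn in matplotlib 3.10.9. Genes with a mean of at least 10 exon reads over the 4 libraries, 11352 in number, entered the comparisons. The 5 comparisons were IL-17A, BMP-2 and both over none, both over BMP-2, and both over IL-17A. A gene was counted as 2-fold apart when its ratio was at least 2 or at most its inverse and its interval excluded 1. IL-17A and BMP-2 were each tested in an additive model over all 4 libraries with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05, and again with DESeq2 1.42.0. The model leaves 1 residual degree of freedom, the departure from additivity, so an effect that differs between the states of the other cytokine counts against a call. In data simulated at these means and library sizes, with 50 genes per fold among 11352, the test of IL-17A recovered 12% of genes changed 2-fold, 60% changed 4-fold, 80% changed 8-fold and 84% changed 16-fold, and called 3 unchanged genes. The simulated genes had a variance set by their expression level alone and the same change in both BMP-2 states. The real genes need have neither, so these shares do not give the power of the test in the real libraries. Intervals for both cytokines over none, tested on simulated counts, covered the true ratio in 95.6 to 95.7% of genes.

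Mapping of conditions, the comparisons, tests, alternatives, 23 gene lists and the rule for naming genes were fixed before the data were examined, although the values drawn in Supplementary Fig. 4d and Fig. 4e had been seen. The median log2 ratio of a list was set against 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these libraries. The genes named are those of Supplementary Fig. 4d, those whose mRNA the paper measures or which it names as receptors, surface markers or signalling genes, and the 12 highest and 12 lowest genes for IL-17A and the 8 highest and 8 lowest for BMP-2 by the smaller of their ratios in the 2 states, among genes with a mean of at least 50 reads. The rule also takes, from each list, up to 4 members with the highest mean and up to 3 with the largest ratio in the comparison described, and the 5 highest and 5 lowest genes by departure from additivity.

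The alternatives were scaling by DESeq2 size factors, by library totals or without the 100 most abundant genes, reads unique to a gene, pseudocounts of 0.1 and 1 on RPKM and of 5 on CPM, fold thresholds of 1.5 and 3, filters at 1, 50 and 200 reads, and no term for the other cytokine. Ratios from spliced reads, and from the reads of *Fgf2* and *Nudt6* together, were added after the data had been seen. Gene positions, strands and exon lengths are those of the deposited files, and the exons of *Fgf2* and *Nudt6* those of the GENCODE M21 annotation of mm10.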

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

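The tests of uneven amplification of *Fgf2*, of the second macrophage list and of counting error in spliced reads were set before their results were seen. All other tests of explanations in this part were set only after. The list medians, edgeR's test and the departure from additivity were planned before the data were examined. How the amplification test was read against its interval, and the weight given to *Csf1r* and *Adgre1*, were also settled after the values were known. The explanations weighed for genes apart in 1 BMP-2 state replaced others written earlier for genes at 0 in a single library.

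Signals outside the genes the paper discusses were found in gene lists and in *Cxcl5*. The median log2 ratio of IL-17A over no cytokine was 1.57 for the IL-17 target genes, 0.83 for complement and acute phase genes (0.64 without the 3 that are also IL-17 targets), 0.43 for cell cycle genes and -0.29 for fibrillar and matrix genes. For BMP-2 over no cytokine it was 0.42 for BMP-SMAD target genes and -0.17 for fibrillar and matrix genes. Each of these medians, except that in brackets, for which no random lists were drawn, lay within the outer 2.5% of random lists on the same side in both states of the other cytokine. *Cxcl5* had a log2 fold change of 4.56 for IL-17A in edgeR's additive test.

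For some genes the IL-17A difference ran in opposite directions without and with BMP-2, a difference that was not tested, since no library was repeated. Only genes named in the paper and the 5 highest and 5 lowest by departure from additivity were looked at. Apart from *Fgfr3* and *Traf5*, the genes below were thus picked by the very value that is given. The departure from additivity on the log2 scale was 2.93 for *Fgfr3*, 2.55 for *Traf5*, 6.31 for *Gm20431*, 7.29 for *Peg3*, 7.18 for *Rps6ka2* and 6.15 for *Zfp426*. It was -7.11 for *Abca7*, -6.55 for *Dgkd*, -7.30 for *Gprin3* and -7.02 for *Zfp9*. *Peg3*, *Abca7* and *Zfp9* have 0 reads in 1 library, *Gprin3* has 1 and *Dgkd*, *Rps6ka2* and *Zfp426* have 3, so that their values depend on the pseudocount and are no bounds. *Fgfr3* was lower without BMP-2 in all reads but not beyond counting error in spliced reads, at 0.880 (0.486 to 1.58). With a pseudocount of 5 on CPM the value was 4.75 for *Rps6ka2*, 5.46 for *Gm20431*, 3.67 for *Zfp426*, -4.09 for *Gprin3* and -4.05 for *Dgkd*. *Gm20431* has 0 reads unique to it in any library. *Abca7* had 48, 98, 146 and 0 reads in the libraries with no cytokine, IL-17A, BMP-2 and both.

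The reads of *Fgf2* were higher with BMP-2 among unspliced reads (70 without cytokine, 55 with IL-17A, 255 with BMP-2 and 439 with both) but not among spliced reads. Fewer spliced reads over all genes are argued against by a median ratio of the spliced share of 0.984 for both cytokines over none in 5582 genes, where *Fgf2* has 0.184, and higher expression of *Nudt6* by its own spliced reads, whose ratio has an upper bound of 0.210. Uneven amplification of few cDNA molecules stays open, since 0.6% of the 500 nearest genes had an excess as large, below the bound set beforehand, but the exact interval of 0.124 to 1.74% reaches past that bound. A candidate explanation, found from these data, is how reads matching both genes were divided. Together the genes had 1.35 times as many reads with both cytokines as with none. This includes *Nudt6*, whose own unique reads numbered 37 without cytokine, 16 with IL-17A, 10 with BMP-2 and 0 with both. Reads not unique to either gene numbered 303, 224, 442 and 485 in the same order. The share of these given to *Fgf2* was 21.8, 24.6, 53.8 and 87.8%. Calculated from the unique reads per exon length of each gene it was 19.1, 28.9, 52.9 and 100%. That match shows how the reads were divided, not which gene they came from. Over 1000 combinations of library and other overlapping gene pair the same calculation had r = 0.976 with the observed share, and r = 0.892 for the 327 combinations with a calculated share of 10 to 90%, across pairs that are not independent, and an effect of the cytokines on *Fgf2* within the interval of its unique reads stays untested.

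Of the 2363 genes 2-fold apart for IL-17A over no cytokine, 55.7% had the same sign for both cytokines over BMP-2, and the log2 ratios had an r of 0.0752 across genes. Counting error is argued against as the cause: of 854 genes that were 2-fold apart without BMP-2 and not with it by unspliced reads alone, 82.8% (exact interval 80.1 to 85.3%) had a difference between the BMP-2 states in the same direction in their spliced reads, which were counted separately. Few cDNA molecules sampled before amplification cannot be told apart from differences between cultures, since the spread, 5.89 times the counting error at 1000 reads or more, is one between single libraries, and 0 of 4423 genes with a mean of at least 200 reads had a library at 0. An IL-17A effect that differs between the BMP-2 states also stays open, since 57.3% of genes have a departure from additivity whose counting interval excludes 0, and no replicate shows how far repeated libraries would differ.

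Of 9 measured haematopoietic markers, 4 were higher and 2 lower with BMP-2 alone than without cytokine, with *Lyz2* at 548, 509, 1728 and 410 reads in the libraries with no cytokine, IL-17A, BMP-2 and both. A second list of 14 macrophage genes, 7 of them measured, had a median log2 ratio of -0.44 (interquartile range -2.54 to 0.25) for both cytokines over IL-17A. By the bound set beforehand this argues against an effect of BMP-2 that is alike in both IL-17A states. The evidence is weak, since no measured gene had more reads in either library than *Cd53* with IL-17A, at 41, and *Fcgr3* had 0 in both. Macrophages in the BMP-2 culture may be a source, since the measured genes had a median log2 ratio of 1.2 (interquartile range 0.97 to 2.55) for BMP-2 over no cytokine, and of all 14, whatever their reads, 11 were higher, 1 was lower and 2 had no reads in either library. Against this, *Csf1r* was lower at a ratio of 0.460 (0.334 to 0.629), *Adgre1* had 24 reads without cytokine and 0 with BMP-2, and *Mrc1* had 20 and 0. The submitters list the sorted cells as negative for CD45 and CD11b, and a BMP-2 effect present only without IL-17A was not tested.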

How the results depend on the processing

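The counts from spliced reads and from *Fgf2* and *Nudt6* together were chosen only after the data were seen. Other scalings moved no count of genes 2-fold apart and no ratio of Supplementary Fig. 4d beyond its error. The *Fgf2* ratio for both cytokines over none was 0.925 (0.557 to 1.53) with unique reads and 0.929 (0.460 to 1.87) with spliced reads. Each of these intervals includes 1. The ratio was 3.93 with 1 added to RPKM and 1.35 with the reads of *Fgf2* and *Nudt6* together. For BMP-2 over none it was 1.26 with unique reads, 1.40 with spliced reads and 1.30 together. With unique reads the reads shared with other genes are left out by construction. Explanations for the spliced reads of *Fgf2* are weighed above, and none was settled. With spliced reads *Igfbp5* was at 2.22 (0.116 to 131) for IL-17A over none and *Fgf13* at 0.843 (0.234 to 2.93) for BMP-2 over none. Each lay on the other side of 1 from the ratio of all reads, but on few reads and within counting error. The cause was not tested. For IL-17A, edgeR called 2 genes with at least 1 read and 0 with unique reads (578 at an unadjusted p under 0.05), and DESeq2 called 49 for IL-17A and 9 for BMP-2; the cause was not tested. In the order IL-17A, BMP-2 and both over none, both over BMP-2 and both over IL-17A, genes apart by the threshold numbered 4117, 4208, 4850, 4868 and 4491 at 1.5-fold, 1238, 1402, 1669, 1771 and 1477 at 3-fold, and 1114, 1157, 1523, 1547 and 1283 with a mean of at least 50 reads, and 3152, 3412, 3915, 3913 and 3601 with at least 1 read, against 2363, 2545, 2986, 3060 and 2676 as reported, which follows from the thresholds and from the number of genes. The r between the IL-17A differences was 0.122 at 50 reads and 0.209 at 200 reads, against 0.0752 as reported, and that between the BMP-2 differences 0.0377 at 50 reads and 0.0246 at 200 reads, against 0.0226, with 49.1% of the genes 2-fold apart for BMP-2 having the same sign in both IL-17A states; the cause was not tested. Of the other values, 124 of those on the 4 factors, the IL-17 and BMP-SMAD target lists, the gene counts and the tests and 1007 of the rest stayed within their error, and 55 of the rest moved. Without any 1 library the additive model has no residual degree of freedom, so that only ratios of the remaining pair are left. No paired analysis was possible because each condition has 1 library. Depth limits *Tgfb1* most among the 4 factors, with 14 to 48 reads.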

Differences from the paper's values

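No ratio computed from RPKM was over 1.5 times away from those drawn in Supplementary Fig. 4d, read by eye, for *Fgf2*, *Pdgfa*, *Pdgfc* and *Tgfb1*. The paper lists *Fgf2* among the genes raised by the cytokines, for which the ratio of both over none was 5.04 from RPKM and about 4.0 in Supplementary Fig. 4d, read by eye. With reads unique to *Fgf2*, an alternative set before the data were examined, the ratio was 0.925 (0.557 to 1.53). For BMP-2 it was 1.26 (0.795 to 2.03), against about 3.1 in Supplementary Fig. 4d, read by eye. These ratios use only a part of the reads of *Fgf2*, whereas the panel's values are for the whole gene. With other scalings and pseudocounts no ratio of the 4 genes was over 1.5 times away from the values of the panel.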

Other observations

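The lists and their comparisons in this part were planned, except for the counts of genes at 0 in a single library, which were taken after the data had been seen. In these PαS cells some osteoblast genes were higher with IL-17A and others lower. *Alpl*, encoding tissue-nonspecific alkaline phosphatase, had a log2 ratio of 2.16 for IL-17A over no cytokine and of 1.93 for both cytokines over BMP-2, from 209, 864, 364 and 1435 reads without cytokine, with IL-17A, with BMP-2 and with both. *Spp1*, encoding osteopontin, had ratios (not log2) of 1.78 and 2.25. *Postn*, encoding periostin, had ratios of 0.492 and 0.297, and *Smpd3*, encoding a sphingomyelinase needed for mineralization, ratios of 0.383 and 0.151. *Smpd3* overlaps other genes over its whole span, and its unique reads numbered 313, 75, 237 and 56 in the same order. Adjusted over the list alone, these 4 of the 12 measured osteoblast genes passed edgeR's test for IL-17A and none passed over all genes. *Sp7*, encoding the transcription factor osterix, had ratios of 1.07 and 1.12 for IL-17A, and of 3.73 and 3.90 for BMP-2 without and with IL-17A. The IL-17A ratios of *Runx2* were 0.624 and 0.756 and those of *Col1a1* 1.06 and 0.774. The paper measured the last 3 genes and *Alpl* in injury-associated mesenchymal cells (Fig. 4e), a different culture. There it reports *Alpl* and *Col1a1* as raised by IL-17A, and no change of *Runx2* or *Sp7*.

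Of 25 cell cycle genes, 14 were higher and 3 lower with IL-17A than without cytokine, and 18 were higher and 3 lower with both cytokines than with BMP-2. The mitotic cyclin gene *Ccnb1* had ratios of 1.47 and 1.75, and the thymidine kinase gene *Tk1* ratios of 1.81 and 1.72. *Ccnd1*, encoding cyclin D1, went the other way without BMP-2, at 0.650. None of the 25 passed edgeR's test for IL-17A, even adjusted over the list alone, with 8 at an unadjusted p under 0.05. Of 15 measured fibrillar and matrix genes, 14 were lower with both cytokines than with none. *Thbs1*, encoding thrombospondin-1, was at 0.379 and *Fn1*, encoding fibronectin, at 0.558, whereas *Tnc*, encoding tenascin-C, was at 1.44. Adjusted over the list alone, *Thbs1* and *Tnc* passed for IL-17A and 0 genes for BMP-2, with 5 at an unadjusted p under 0.05. Of 10 measured complement and acute phase genes, 8 were higher and 0 lower with IL-17A than without cytokine, and 6 were higher and 2 lower with both cytokines than with BMP-2. The list shares 3 measured genes with the IL-17 targets, and of the other 7, 5 were higher and 0 lower without BMP-2 and 3 were higher and 2 lower with it. Among the 10 were *Hp*, encoding haptoglobin, at 1.72 and *Serping1*, encoding the C1 inhibitor, at 1.92. *Cp*, encoding ceruloplasmin, had 0 reads without cytokine, 121 with IL-17A, 1 with BMP-2 and 124 with both. Of 11 measured adipocyte genes, 7 were higher with both cytokines than with none, with *Fabp4*, a fatty acid binding protein gene, at 2.18 and *Cidec*, a lipid droplet gene, at 5.12. Adjusted over the list alone, 0 passed for IL-17A, with 1 at an unadjusted p under 0.05, and only *Cidec* passed for BMP-2.

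Other genes that stood out by the naming rule for IL-17A were *Serpinb2*, encoding plasminogen activator inhibitor 2, with ratios of 25.9 and 8.46, and *Lgi2*, with ratios of 14.0 and 19.1. Lower with IL-17A were *Cilp*, a cartilage matrix gene, at 0.173 and 0.219, *Nov*, encoding a CCN family protein, at 0.160 and 0.112, and *C1qtnf3* at 0.183 and 0.177. *Comp*, encoding cartilage oligomeric matrix protein, was at 0.447 and 0.407. *Tnfsf11*, which encodes RANKL, had 0 reads without cytokine, 15 with IL-17A, 0 with BMP-2 and 16 with both. *Tnfrsf11b*, which encodes its decoy receptor, had 85, 15, 18 and 17 reads. The IL-17 receptor gene *Il17ra* had ratios of 1.43 and 0.457 for IL-17A without and with BMP-2. Exon reads of *Il17a*, *Il17f*, *Ifng*, *Il4*, *Il22*, *Il1b* and *Il23a* numbered 0 in each library. Of the 9 cytokine genes of T cells and upstream of them that were listed, only *Il6* was measured, with 13, 43, 19 and 44 reads.

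For the remaining lists, the median log2 ratios of IL-17A over no cytokine and of both cytokines over BMP-2 were 0.12 and -0.34 for IL-17 receptor and signalling genes, -0.10 and -0.13 for mesenchymal surface markers, -0.25 and -0.23 for osteoclast-regulating factors and -0.65 and 0.00 for chondrocyte genes. They were -0.14 and -0.11 for skeletal muscle genes, 0.11 and 0.05 for smooth muscle genes, 0.16 and 0.35 for tendon genes, -0.66 and -0.80 for interferon-stimulated genes and 0.20 and 0.01 for glycolysis and hypoxia genes. Haematopoietic markers had -0.39 and -2.12 and endothelial markers -0.98 and -2.01, with 4 of 9 and 3 of 4 measured members at 0 reads in 1 library or more. This also held for 2 of 7 chondrocyte, 2 of 8 interferon-stimulated and 1 of 3 skeletal muscle genes. The chondrocyte median of 0.00 is the value of *Sox5*, which had 0 reads with BMP-2 and with both cytokines. Several of these lists have few measured members, 3 for skeletal muscle and 4 each for endothelial, tendon and osteoclast-regulating genes.

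Among genes with a mean of at least 20 reads, 43 had no reads in the library without cytokine alone, 47 in that with IL-17A alone, 87 in that with BMP-2 alone and 136 in that with both cytokines alone.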
